# Thymic involution caused by repeated cocaine administration includes apoptotic cell loss followed by ectopic adipogenesis

**DOI:** 10.1371/journal.pone.0277032

**Published:** 2022-11-28

**Authors:** Kana Unuma, Homare Kaga, Takeshi Funakoshi, Moeka Nomura, Toshihiko Aki, Koichi Uemura

## Abstract

Cocaine abuse has a negative impact on the immune system. To investigate the adverse effects of binge cocaine administration on lymphoid organs such as thymus and spleen, we examined the effects of repeated intravenous (i.v.) administration of cocaine on rats. Sprague Dawley rats (male, 8 weeks old) received 20 mg/kg body weight of cocaine hydrochloride per day for 7 or 14 days. In addition to a significant loss in the weight of the spleen, consistent with our previous intraperitoneal (i.p.) injection model of binge cocaine abuse (50 mg/kg cocaine for 7 days), we also found a significant loss of weight as well as apparent shrinkage of the thymus in the cocaine group. Transcriptome analysis of the thymus revealed increased expressions of genes involved in apoptosis, such as Ifi27 and Traf2, as well as decreased expressions of several genes related to lipid metabolism, such as Cd36, Adipoq, Scd1, and Fabp4, in the thymus of the cocaine group (7 days), suggesting an apoptotic loss of thymic cells as well as alterations in lipid metabolism. Paradoxically, cocaine activates PPARγ, a key transcriptional factor activating lipid metabolism, although ectopic adipogenesis was scarcely observed in the thymus. Further analysis of rats administered 20 mg/kg cocaine for 14 days revealed ectopic adipogenesis, which was accompanied with the activation of PPARγ as well as increased expression of Adipoq and Fabp4, in the thymus. Taken together, these results indicate that repeated cocaine administration induces thymic involution, which is initiated by the loss of thymic cells through apoptosis and subsequent ectopic adipocyte development.

## Introduction

Cocaine abuse is a worldwide problem for human health [1]. Although cardiovascular toxicity, as well as psychological effects resulting from alterations in the central nervous system, are the main toxicological features associated with cocaine abuse [2], cocaine also has harmful effects on the immune system [3]. For example, it has been observed that cocaine decreases the function of lymphocytes, including both T- and B-lymphocytes as well as natural killer cells, in mice [4]. Furthermore, cocaine also affects the immune system negatively, at least in part by altering the functional status of lymphoid organs including the thymus and spleen. For example, it has been shown both in vivo and in vitro that cocaine negatively regulates the proliferation of splenic T-lymphocytes as well as thymocytes [5, 6]. Recently, we showed that the intraperitoneal administration of 50 mg/kg cocaine once a day for a week results in sustained splenic contraction, although we did not examine the possibility that the thymus was also affected by this treatment [7].

Thymus is a lymphopoietic organ and plays a central role in the maturation of lymphocytes, which is necessary for adaptive immune reactions [8]. Due to its high sensitivity to stress, thymus is known to undergo shrinkage/involution in response to a wide variety of stimuli [9]. This acute stress-induced thymic involution is observed to occur in response to such factors as infection or chemotherapy with anti-tumor reagents. In general, acute stress-induced involution of the thymus is a result of the loss of thymic cells through apoptosis, and the subsequent reduction of thymic organ mass [9, 10]. The reduction of thymic mass can be reversed through proliferation of the remaining cells when the stimulus is eliminated, suggesting that stress-induced thymic involution is a reversible process [9, 11]. There is another type of thymic involution, called age-related thymic involution, that occurs during the development of almost all animals including humans [12, 13]. In contrast to stress-induced involution, thymic involution during aging is accompanied by ectopic adipogenesis, which fills the spaces lost during the involution [14].

Lipid metabolism is crucially involved in the determination of cellular activities, including those of immune cells [15]. Free fatty acids (FAs) are incorporated into cells through the membrane transporter complex consisting of molecules such as CD36 and FABP (fatty acid binding protein) [15]. Incorporated FAs are stored as triglycerides (TG) for future use as precursors of biomaterials including cholesterol and phospholipids or fuel to provide energy through oxidation (fatty acid oxidation, FAO) [16]. FAs are also synthesized intracellularly from acetyl-CoA and NADPH [16]. The balance between the storage and utilization of FAs is important for the fate of immune cells [15]. For example, the utilization of stored FA as fuel, referred to as lipolysis, through FAO in mitochondria is important for the survival of cells when glucose supplies are insufficient and mitochondrial respiration is decreased. In contrast, the storage of FA as TG in lipid droplets, referred to as lipogenesis, occurs in almost all types of cells, but most extensively in adipocytes [16]. Although alterations in lipid metabolism are implicated in the differentiation of T-lymphocytes as well as age-related thymic involution, little is known about the status of lipid metabolism in stress-induced acute thymic involution [15].

In this study, we examined the effects of repeated i.v. administration of cocaine in rats and found severe shrinkage of the thymus. This thymic involution is accompanied not only by apoptosis, but also by subsequent adipogenesis, suggesting that cocaine induces thymic involution with mixed features of both stress-induced and age-related involutions.

## Experimental procedures

All methods were carried out in accordance with relevant guidelines and regulations.

### Animals and the administration of cocaine

All animal experiments were approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University and performed in accordance with Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines and regulations. In brief, rats were housed under a controlled temperature (25°C) and light/dark cycle (12h/12h) and given free access to water and food. Treatment of animals with cocaine was conducted as described previously [17]. In brief, rats (male, Sprague-Dawley, 8-week-old) were divided into two groups (control and cocaine groups, n = 4 in each group) and administered 20 mg/kg/day cocaine hydrochloride (cocaine group; Shionogi & Co., Ltd., Osaka, Japan, dissolved in saline) or the same volume of saline (control group) intravenously (i.v.) via the tail vein for 7 or 14 days. One day after the last administration, the rats were sacrificed by the administration of an overdose of anesthetic (40 mg/kg sodium pentobarbital). Heart, spleen, liver, left and right kidneys, brain, left and right lungs, and thymus were excised from the sacrificed animals. The organs were weighed and stored at -20°C (for protein extraction) or -80°C (for RNA extraction). For tissue staining, pieces of organs were fixed in 4% paraformaldehyde (PFA).

### Staining of tissues

After fixation with PFA, tissues were embedded in paraffin, sliced into 2.5 μm thick specimens, subjected to hematoxylin-eosin (H&E) staining, and observed under a light microscope (AX-80, Olympus, Tokyo, Japan). Formalin fixed frozen sections were stained with the Oil Red-O.

### DNA microarray analysis

Total RNA extracted in Trizol reagent (Thermo) was further purified using an RNeasy kit (Qiagen, USA). The resultant purified total RNA was subjected to DNA microarray analysis using a Clariom^TM^S array (Thermo). The datasets were analyzed by Transcriptome Analysis Console (TAC) software (Thermo).

### Immunoblotting

Tissues were lysed in STE buffer [320 mM sucrose, 10 mM Tris-HCl, 5 mM EDTA, 50 mM NaF, 2 mM Na_3_VO_4_, and protease inhibitor cocktail (Roche Diagnostics, Mannheim, Germany)], and equal amounts of the lysates were subjected to SDS-PAGE. Immunoblotting was performed with the antibodies listed in S1 Table. Peroxidase-conjugated anti-mouse or rabbit IgG antibodies (Promega Corporation, USA) and enhanced chemiluminescence reagents (Thermo Fisher Scientific, USA) were used to visualize antigens. Images of the blots were captured by LuminoGraph III (ATTO, Tokyo, Japan). CS analyzer 4 image analyzing software (ATTO, Tokyo, Japan) was used to quantify the densities of the bands. Uncropped gel images are found in S1 Raw images.

### Plasma protein preparation for immunoblot analysis

Blood was collected through cardiac puncture followed by removal of the albumin using a Pierce Albumin Depletion Kit (Thermo).

### Quantitative reverse transcriptase-mediated real time PCR

Total RNA was extracted from the tissues using Trizol reagent. Reverse transcription was performed using SuperScript II and oligo(dT)_15_. StepOne Plus real time PCR was used to quantify the mRNA levels of the samples. SYBRgreen was used as a fluorescence dye and a comparable Ct method was adopted to measure the relative mRNA levels. The primers used are listed in S1 Table.

### Electron microscopy

Transmission electron microscopy (TEM) analysis was performed as described previously. In brief, specimens of thymus were washed with 0.1 M phosphate buffer (PB), fixed sequentially with 4.5% paraformaldehyde and 2.5% glutaraldehyde in PB, incubated in 1% osmium tetroxide, dehydrated in a series of graded ethanol solutions, and embedded in Epon epoxy resin. Ultrathin sections of the embedded specimens were stained with uranyl acetate and lead citrate, and observed under a transmission electron microscope (H7100, Hitachi, Japan) equipped with an AMT Advantage-HS CCD camera (AMT, Woburn, USA).

### Blood analysis

Blood samples were obtained from the rats via the caudal veins. Serum total cholesterol (T-Cho), triglyceride, and glucose levels were analyzed using standard methods of the Oriental Yeast Co., Ltd. (Tokyo, Japan).

### Immunohistochemistry

Immunohistochemical analysis of thymus was performed as follows. Tissue sections were deparaffinized and antigen retrieved by heating. To terminate the endogenous peroxidase activity, 3% hydrogen peroxide was applied to the sections. After blocking with 0.5% bovine serum albumin serum in PBS, the sections were incubated with antibodies overnight at 4°C. Antigens were detected with Histofine Simple Stain MAX-PO (MULTI) kit (Nichirei Biosciences Inc., Tokyo, Japan), and visualized by 3,3’-diaminobenzidine (Nichirei Biosciences Inc.).

### Cellular triglyceride levels

Relative cellular triglyceride levels were determined using Triglyceride-Glo Assay kit (Promega, Madison, WI).

### Statistical analysis

Student’s *t*-test was used to assess statistical significance throughout this study. Statistical differences were considered significant at *p* < 0.05.

## Results

### Repeated cocaine administration results in significant weight loss of thymus

As described in “Introduction”, we have shown shrinkage of the spleen in our previous i.p. model of cocaine abuse [7]. To further examine the effects of repeated cocaine administration, we adopted intravenous injections (i.v.) of cocaine in this study and examined changes in the weights of major organs: heart, spleen, liver, left and right kidney, brain, left and right lungs, and thymus. As observed in our previous i.p. model, significant reductions in body weight and spleen weight were also observed in the present study (Fig 1). In addition, we also observed a significant decrease in the relative weight of the thymus, a lymphoid organ not examined in our previous study [7] (Fig 1). Not only the weight but also the apparent size of the thymus was reduced, suggesting involution/atrophy of this organ (Fig 1). Since it is well-known that the thymus is highly vulnerable to stresses such as infection and chemotherapy [9], these results indicate that repeated cocaine administration also causes stress in rats and eventual thymic involution.

**Fig 1:**
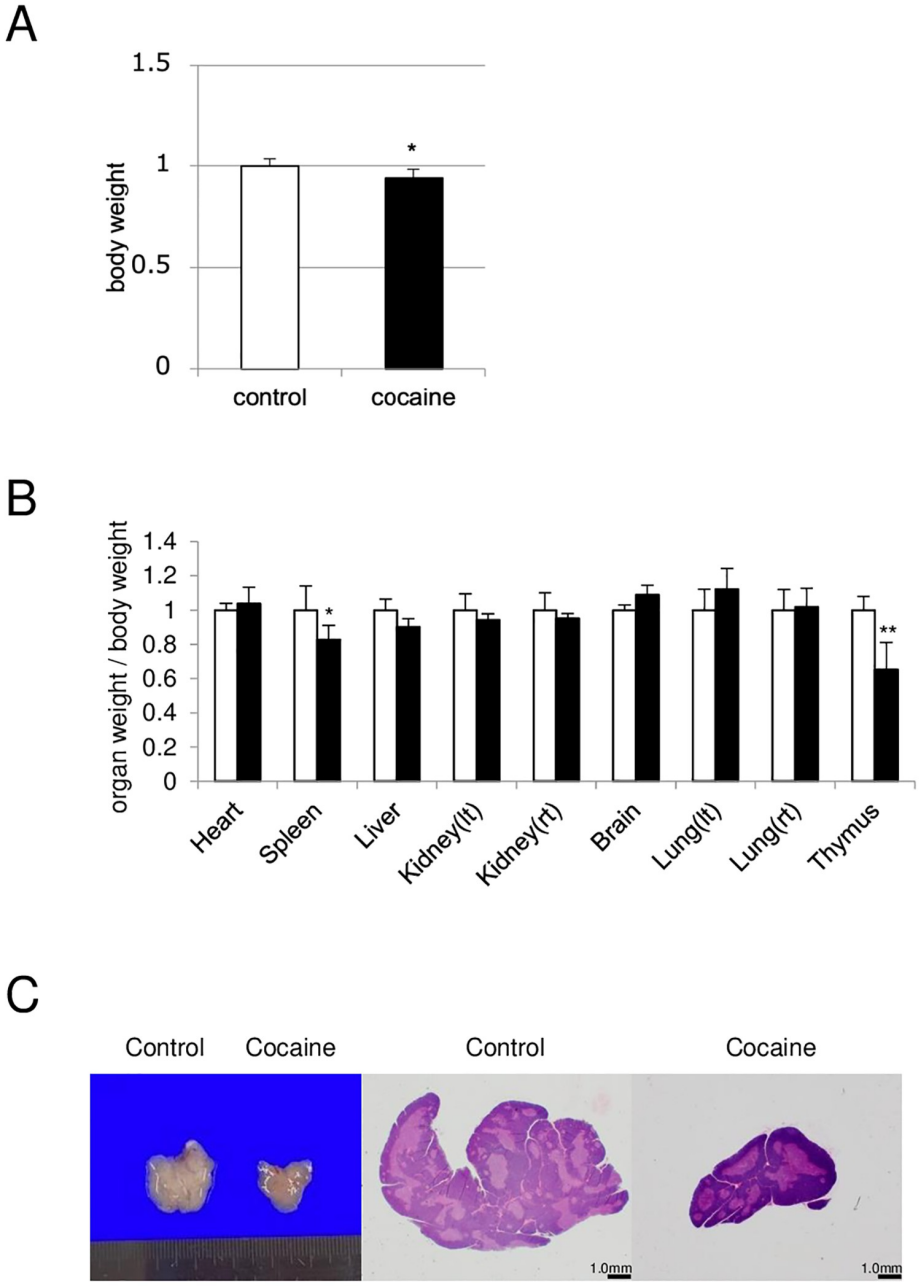
Reduction of thymic weight and size in rats administered cocaine. Rats were treated with or without cocaine (20 mg/kg/day, 7 days). (A) Loss of body weight in rats administered cocaine. (B) Changes in relative weights of major organs in rats administered cocaine. Lt, left. Rt, Right. For the graphs in (A) and (B), mean relative weights of the control group were set to 1. (C) Reduction of the thymic size in rats administered cocaine. Light microscopic and H&E staining images of thymus in rats administered cocaine are shown. Graphs show mean and S.E. **P<0.01, *P<0.05 versus control.

### Transcriptome analysis of cocaine-induced alterations in gene expression in thymus

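Thymus RNA of 1 rat given 20 mg/kg/day cocaine i.v. for 7 days and of 1 control rat was labelled with biotin and hybridized to Clariom S arrays, 1 array per rat. On these arrays each transcript cluster is measured by a set of short probes. Both arrays carried strong signals of immature thymocytes. Rag1 and Dntt act in the rearrangement of T cell receptor genes, and the lowest of their percentiles among all transcript clusters on either array was 99.87. The titles of the samples name thymus, while the note on RNA extraction names spleen. The authors analyzed the arrays with the TAC software, whose version and settings are not given in the sources used here, and deposited 1 linear intensity for each of 23188 transcript clusters. The median intensity was 107 in the cocaine array and 108 in the control array. These values were taken to log2 here after quantile normalization of the 2 arrays, as set for values not on a log2 scale. The largest change that this step made to a log2 difference was 0.10. A gene name was given for 15049 transcript clusters, which stand for 15037 genes, and 8139 had none here. In the deposited table, 6300 transcript clusters (27.2%) held exactly the same value on both arrays. With 1 array per group there was no replicate spread and no test, and the number of arrays limits the precision of every value. The central 95% of the cocaine minus control differences ran from -0.57 to 0.55 on the log2 scale. For 45 gene lists fixed before the data were examined, the median difference was set against 10000 random lists matched on mean expression. A list was said to stand apart where its median lay outside the central 95% of the random lists, which describes these 2 arrays only.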

To gain insight into the mechanism underlying thymic involution in cocaine-administered rats, transcriptome analysis using DNA microarray was performed (Fig 2). 

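The log2 intensity of Ifi27, an interferon-inducible gene, was 11.92 in the control thymus and 13.50 in the cocaine thymus, 2.98-fold higher. Traf2, an adaptor of TNF receptor signaling, was 9.43 in the control and 10.42 with cocaine, 1.99-fold higher. Of 22 measured pro-apoptotic genes, 3 were higher by more than 1.5-fold, none was lower by as much and 19 lay within 1.5-fold. The 3 genes were Ifi27, the death receptor adaptor Fadd (8.22 in the control and 8.92 with cocaine) and Bak1 (8.94 and 9.56), a pore-forming member of the Bcl-2 family. The median difference of this list was 0.02, at percentile 84.3 of the random lists. Of 11 anti-apoptotic genes, only Traf2 was higher by more than 1.5-fold, and the median was 0.19, at percentile 99.4. Bcl2l1 was 14.51 in the control and 14.83 with cocaine, and Birc3 was 7.60 and 7.88. Of 26 interferon-stimulated genes, Ifi27 and Rtp4 (6.82 and 7.43) were higher by more than 1.5-fold and none was lower by as much. Their median was 0.09, at percentile 99.5. Ifi27 and Traf2 were picked from these arrays by the study, so lists that hold them are not independent evidence of direction. Without them the anti-apoptotic list lay at percentile 98.7 and the interferon list at percentile 99.04, while by their means without them neither stood apart (percentiles 97.4 and 97.0). The difference of Traf2 was 0.99 on the log2 scale here, and 1.01 to 1.07 under the other 3 scalings, past 2-fold. The pro-apoptotic list stood apart by its mean (0.16, percentile 99.7), but not without Ifi27 (0.09, percentile 93.5).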

Among the genes upregulated more than 2-fold following the administration of 20 mg/kg/day cocaine for 7 days (Fig 2), Ifi27/Isg12a (interferon alpha inducible protein 27/interferon-stimulated genes 12a) and Traf2 (TNF receptor-associated factor 2) have been shown to be involved in apoptosis [18, 19]. 

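Acads had a log2 intensity of 6.06 in the control thymus and 7.25 in the cocaine thymus, 2.29-fold higher. Of 19 measured genes of fatty acid oxidation, Acads was higher by more than 1.5-fold, 1 gene was lower by as much and 17 lay within 1.5-fold. The lower gene was Cpt2, which hands fatty acids to β-oxidation in the mitochondrial matrix, at 8.03 in the control and 7.29 with cocaine. Eci1 was 5.72 and 6.22, and Echs1 was 9.27 and 9.59. As a group the oxidation genes had a median of -0.03, at percentile 29.8 of the random lists, which turned to 0.03 when each array was centred on its median. Abcg1 was 11.34 in the control and 12.58 with cocaine, 2.36-fold higher. Of 8 genes of cholesterol efflux, Abcg1 and Nr1h3 were higher by more than 1.5-fold and none was lower by as much. Nr1h3 encodes LXRα, a transcription factor that induces Abcg1 and Abca1, and was 8.26 in the control and 8.91 with cocaine. Abca1 was 8.89 and 9.41, and Scarb1 was 7.08 and 7.46. These 8 genes had a median of 0.28, at percentile 99.9. Without Abcg1, which the study picked from these arrays, it was 0.18, at percentile 97.8. Markers of macrophages, a cell type that expresses such efflux genes, had a median of 0.14, at percentile 98.9, and lay at percentile 75.2 among brighter genes only.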

Increased expressions of several genes involved in lipid metabolism were also found (Fig 2); Acads (acyl-CoA dehydrogenase short chain) is involved in the β-oxidation of fatty acids in mitochondria [20] while Abcg1 (ATP-binding cassette subfamily G member 1) mediates cholesterol efflux from cells [21]. On the other hand, decreased expressions of genes involved in FA transport into cells, Cd36 and Fabp4 (fatty acid binding protein 4) [15], were observed in cocaine-administered rat thymus. 

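Fabp4 had a log2 intensity of 12.87 in the control thymus and 11.76 in the cocaine thymus, 2.15-fold lower. Cd36 was not analysed here. Of 16 measured genes of fatty acid uptake, 2 were lower by more than 1.5-fold, none was higher by as much and 14 lay within 1.5-fold. The other lower gene was Fabp3, named after its value was seen, a dim row at 4.48 in the control and 3.77 with cocaine. Cav1, a structural protein of caveolae, was 8.14 in the control and 7.63 with cocaine. On the other side, within 1.5-fold, lay Got2 at 11.12 and 11.59 and the fatty acid transporter Slc27a2 at 5.18 and 5.70. With a median of -0.04, at percentile 10.9 of the random lists, the list did not stand apart. When each array was centred on its median instead, the median of the list was 0.02.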

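The stearoyl-CoA desaturase gene, under its current symbol Scd, had a log2 intensity of 11.54 in the control thymus and 8.98 in the cocaine thymus. It was 5.87-fold lower, the largest difference among all transcript clusters under each scaling tried. Of 15 measured genes of fatty acid synthesis, 2 were lower by more than 1.5-fold, 1 was higher by as much and 12 lay within 1.5-fold. The other lower gene was Me1, which supplies NADPH, at 8.95 in the control and 8.34 with cocaine. Thrsp, a regulator of lipogenesis, was 9.29 and 8.73. The higher gene was Srebf1, a transcription factor of lipogenic genes, at 9.78 in the control and 10.37 with cocaine. Fasn, the fatty acid synthase, was 10.42 and 10.33. For the whole list the median was -0.09, at percentile 0.92 of the random lists. Without Scd, which the study picked from these arrays, it was -0.07, at percentile 4.23, and the list no longer stood apart. Among brighter genes only, with a mean at or above the median of all transcript clusters, it lay at percentile 22.1.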

Scd1 (stearoyl-CoA desaturase 1), which is involved in FA synthesis [22], was also decreased in the cocaine group. Furthermore, decreased expression of Adipoq (adiponectin), an adipokine mainly secreted from adipocytes [23, 24], was also observed. Collectively, these results suggest 1) apoptosis in thymocytes, as well as 2) alterations in FA metabolism in cocaine-administered rat thymus. 

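Adipoq had a log2 intensity of 9.56 in the control thymus and 8.31 in the cocaine thymus, 2.37-fold lower. Of 18 measured adipocyte markers, 5 were lower by more than 1.5-fold, none was higher by as much and 13 lay within 1.5-fold. Besides Adipoq and Fabp4, the lower markers were Gpd1, an enzyme of glycerol phosphate synthesis (8.98 in the control and 8.03 with cocaine), Pparg (6.19 and 5.53) and Car3 (9.90 and 9.30), which was named after its value was seen. The median of the adipocyte markers was -0.02, at percentile 29.5 of the random lists, and 0.02 without the genes the study picked from these arrays. Their mean was -0.24, below all of the random lists, and -0.13, at percentile 2.61, without those genes. Of 11 brown adipocyte markers, 2 were lower by more than 1.5-fold and 1 was higher by as much, all 3 of them dim. Cidea was 8.18 in the control and 7.69 with cocaine, Dio2 was 7.77 and 7.43, and Ucp1, the uncoupling protein of brown fat, was 6.88 and 6.95. The median of the brown adipocyte markers was -0.35, at percentile 0.02, and 6 of the 11 had a mean below the 25th percentile of all transcript clusters. The adipocyte list stood apart, at percentile 2.48, when each array was centred on its median.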

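Set side by side, 10 of the 45 gene lists stood apart from random lists, 5 with a higher and 5 with a lower median in the cocaine thymus. The limits alone would give 2.25 if genes varied independently. Genes of a list can vary together and some lists share genes, so 10 against 2.25 is not a measured excess. Among the lists for apoptosis and lipids, those of anti-apoptotic, interferon-stimulated and cholesterol efflux genes had higher medians, and those of fatty acid synthesis genes and adipogenic transcription factors had lower ones. In the last of these lists, Pparg was lower and Srebf1 higher by more than 1.5-fold, Klf15 was 6.41 in the control and 5.99 with cocaine, and the median was -0.18, at percentile 1.10, while by its mean (-0.13, percentile 6.85) the list did not stand apart. The paper names the higher Ifi27 and Traf2, the changes in genes of lipid oxidation, efflux, transport and synthesis, and the lower Adipoq. From these results together it proposes that thymocytes undergo apoptosis and that FA metabolism is altered in the cocaine group.

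**Figure D1:**
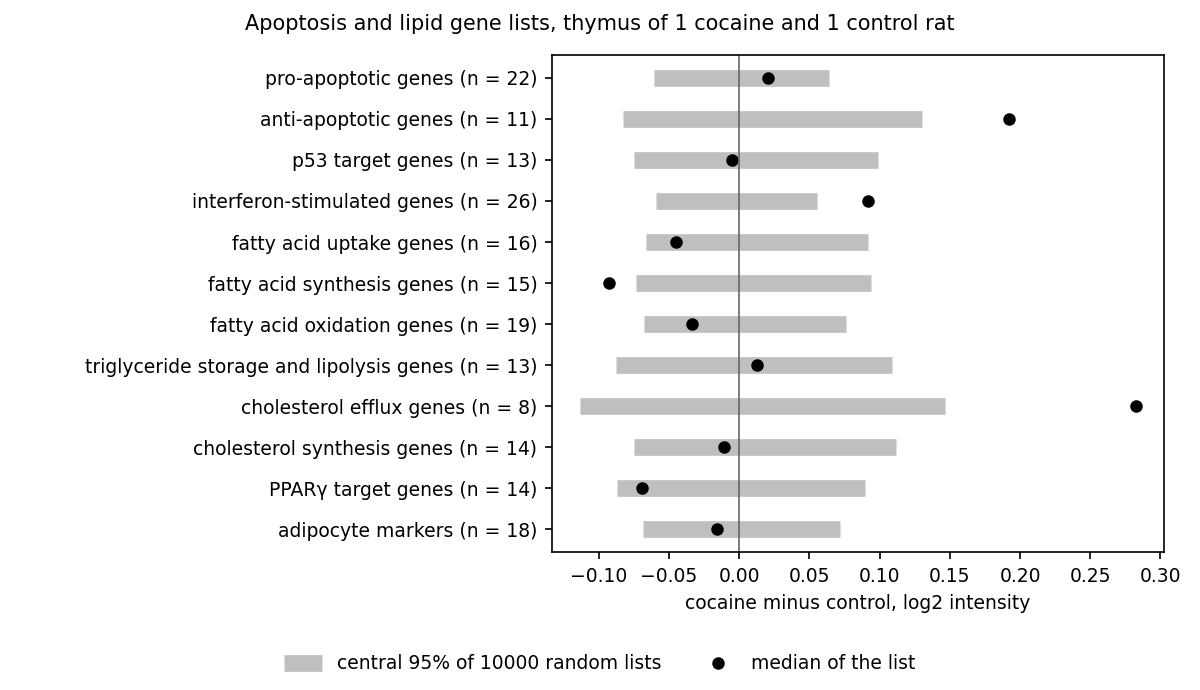
Median cocaine minus control difference in log2 intensity for 12 gene lists of apoptosis and lipid metabolism in the thymus of 1 cocaine and 1 control rat. Points are list medians, n is the number of measured genes and grey bars span the central 95% of 10000 random lists matched on mean expression. The points of the anti-apoptotic (0.19), interferon-stimulated (0.09) and cholesterol efflux genes (0.28) lie above their bars and that of fatty acid synthesis (-0.09) below.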

Since both apoptosis and FA metabolism are implicated in thymic involution, we examined them further.

**Fig 2:**
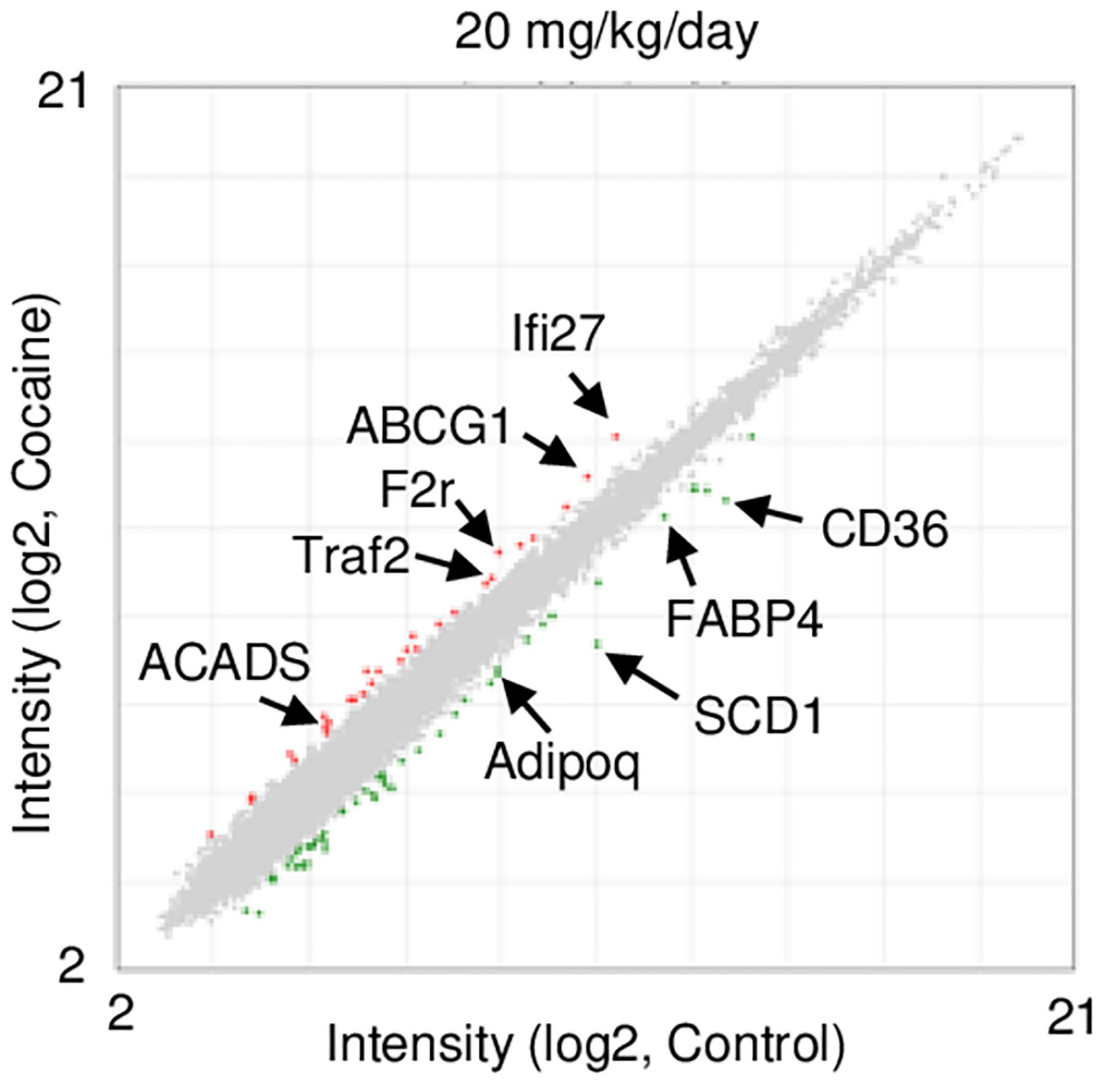
Transcriptome analysis of the thymus in rats administered cocaine. Rats were treated with or without cocaine (20 mg/kg/day, 7 days). Total RNA was extracted from the thymus and subjected to DNA microarray analysis. The scatter plot shows transcripts upregulated (red circles) and downregulated (green circles) by more than 2-fold by cocaine treatment.

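By more than 2-fold, 35 transcript clusters were higher and 52 were lower in the cocaine thymus than in the control thymus. A gene name was given for 23 of the higher and 27 of the lower ones. Of the higher ones 16, and of the lower ones 24, had a mean intensity at or above the median of all transcript clusters. Among these brighter ones with a gene name, the largest positive differences after Ifi27 were those of the kinase gene Nuak1 (6.94 in the control and 8.41 with cocaine on the log2 scale) and of F2r, a thrombin receptor gene that the study marks in its plot (9.59 and 10.95). The tubulin cofactor gene Tbcd was 10.91 and 11.97. The largest negative differences after Scd were those of RT1-CE3, a class I gene of the rat major histocompatibility complex (13.73 in the control and 12.31 with cocaine), Syt17 (8.74 and 7.46) and Lce1f (9.41 and 8.16). S100a11, a calcium-binding protein gene, was 11.56 and 10.33, and the chaperone gene Hsph1 was 9.56 and 8.44. At 1.5-fold in place of 2-fold, 460 transcript clusters were higher and 531 were lower.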

### Repeated cocaine administration induces apoptosis but not autophagy and cell cycle arrest in the thymus

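Of 13 measured target genes of p53, which is active in thymocytes with damaged DNA, 1 was higher by more than 1.5-fold in the cocaine thymus, none was lower by as much and 12 lay within 1.5-fold. The higher gene was Aen, an apoptosis-enhancing nuclease, with a log2 intensity of 7.47 in the control and 8.24 with cocaine. Bbc3, which encodes PUMA, was 6.70 and 7.02, Sesn2 was 8.29 and 7.83, and Tp53inp1 was 15.29 and 14.96. The p53 list had a median of -0.0048, at percentile 54.9 of the random lists. All 9 measured markers of immature cortical thymocytes lay within 1.5-fold. Cd4 was 16.68 in the control and 16.40 with cocaine, Cd8a was 16.63 and 16.43, Arpp21 was 16.28 and 15.99, and Rag2 was 11.14 and 11.44. These markers had a median of -0.12, at percentile 2.29, and by their mean they did not stand apart. Both arrays were scaled to the same distribution of intensity, so these values are relative and do not measure the number of thymocytes.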

Given the indication from the results of DNA microarray analysis of thymocyte apoptosis following repeated cocaine administration (Fig 2), we examined cocaine-administered rat thymus for signs of apoptosis. Immunoblot analysis showed significant increases in the levels of not only Ifi27, but also cleaved caspase-3 (p17 and p19), the active forms of this enzyme, in the cocaine group as compared to the control group (Fig 3). In contrast, we observed no differences between the levels of p62 and LC3-II, autophagy markers, denying the involvement of autophagy (Fig 3). Despite the previous reports demonstrating decreased proliferation of thymic cells in cocaine-administered mice [6], there were no significant differences in the levels of cell the proliferation markers PCNA and cyclin D1 between the cocaine and control groups (Fig 3). Therefore, apoptosis should contribute to the atrophy of thymus in cocaine-administered rats while autophagy and the cell cycle are scarcely involved.

**Fig 3:**
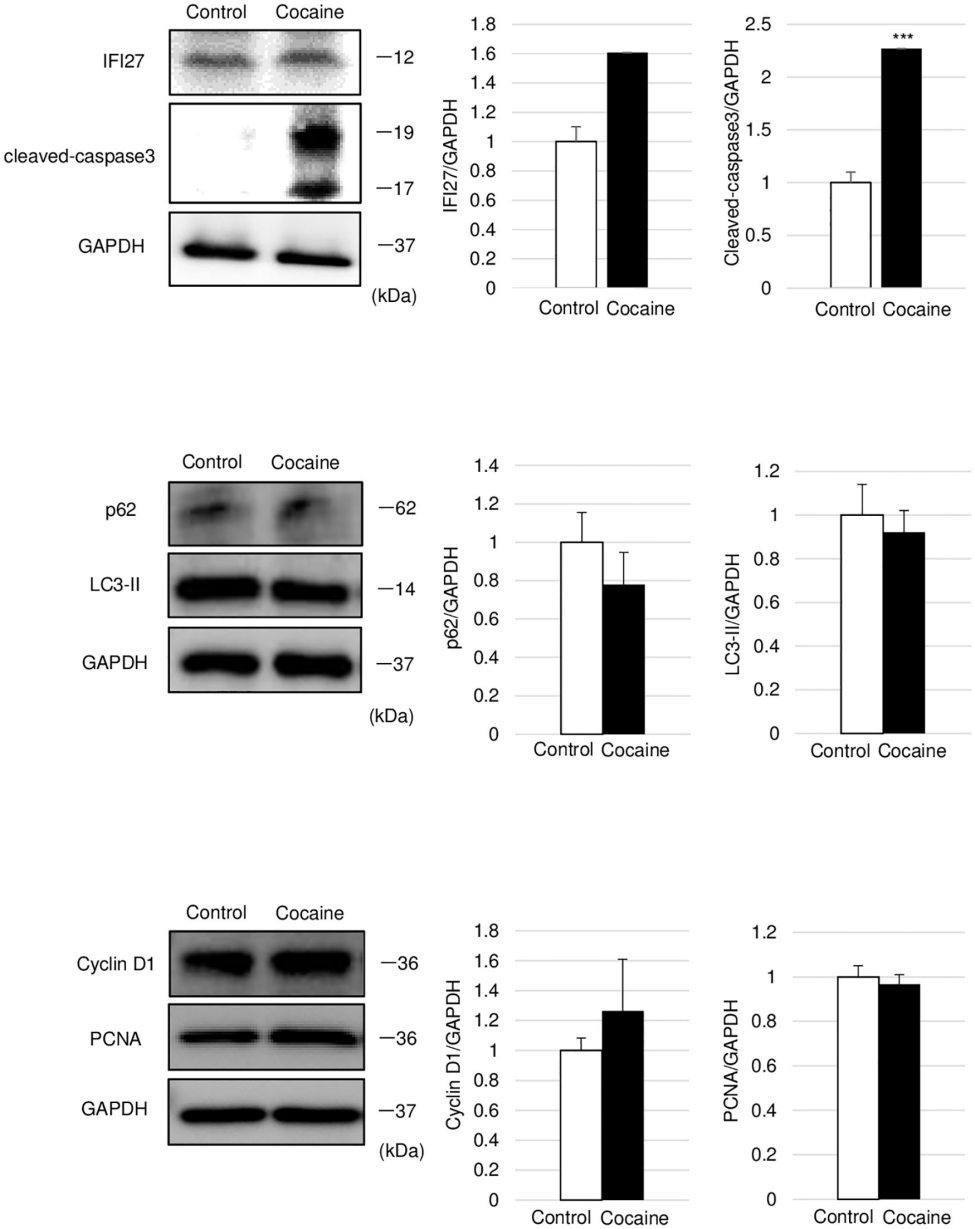
Apoptosis in thymus from cocaine-administered rats. Rats were treated with or without cocaine (20 mg/kg/day, 7 days). Proteins were extracted from the thymus and subjected to immunoblot analysis. Markers of apoptosis (IFI27 and cleaved-caspase 3), cell cycle (cyclin D1 and PCNA), and autophagy (LC3 and p62) are shown. GAPDH levels served as an internal control. Graphs show mean and S.E. ***P<0.001 versus control.

### Repeated cocaine administration induces a slight development of adipose tissue and an alteration of mitochondrial dynamics towards fission in the thymus

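Of 13 measured genes of triglyceride storage and lipolysis, 1 was lower by more than 1.5-fold in the cocaine thymus, none was higher by as much and 12 lay within 1.5-fold. The lower gene was Agpat2, an acyltransferase of triglyceride synthesis, with a log2 intensity of 6.87 in the control and 6.24 with cocaine. Dgat1, which catalyzes the last step of triglyceride synthesis, was 6.19 and 6.57, and the lipid droplet gene Cidec was 5.72 and 6.00. The median of this list was 0.01, at percentile 56.9 of the random lists. All 14 measured genes of cholesterol synthesis lay within 1.5-fold. After quantile normalization 6 of them were higher and 8 lower, though 2 of the 14 held identical values on both arrays as deposited. Fdps was 9.66 in the control and 10.22 with cocaine, Dhcr7 was 6.79 and 7.34, and Sqle was 8.00 and 8.33, while the lowest difference was that of Mvd, named after its value was seen, at 7.40 and 7.08. Their median was -0.01, at percentile 63.9, and 0.02 on the values as deposited.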

We observed changes in lipid metabolism (Fig 2), and age-related thymic involution involves the replacement of thymic cells with adipocytes [14]. Therefore, we examined whether ectopic adipogenesis could be observed in the thymus of rats administered 20 mg/kg cocaine for 7 days. H&E staining of the thymus showed only a trace-level deposition of adipocytes in the trabeculae as well as subcapsular sinuses of thymus from rats administered cocaine (Fig 4A). Thus, the cocaine-induced atrophy of the thymus does not have the features of age-related thymic involution, at least after repeated cocaine administration for 7 days. We next examined mitochondria, as mitochondrial toxicity is one of the most important mechanisms of cocaine cytotoxicity [25], and there is an intimate connection between mitochondria and apoptosis, as well as FA metabolism. Electron microscopic analysis indicated a normal morphology of the mitochondria in the cocaine group, suggesting mitochondrial homeostasis might be maintained even after repeated cocaine administration (20 mg/kg, 7 days) (Fig 4B). Immunoblot analysis of OXPHOS proteins also confirmed that the levels of electron transport chain (ETC) proteins were unchanged between the control and cocaine groups (Fig 4C). There are close relationships between mitochondrial function and dynamics, and previous reports including ours have shown that cocaine alters mitochondrial dynamics in murine neuronal cells and rat hearts [17, 26, 27]. We therefore examined whether repeated cocaine administration also affects mitochondrial dynamics in the thymus. As shown in Fig 4D, increased expressions of the genes for mitofusin2 and OPA1, which are involved in the fusion of mitochondria [28, 29],was observed in the cocaine group as compared to the control group. In addition, a trend toward the decreased expressions of Drp1 and Fis1 was also observed, suggesting a tendency toward mitochondrial fusion in the thymus of the cocaine group (Fig 4D). We also observed a significant increase in the expression of cytokines (TNFα and IL-10), suggesting the presence of an inflammatory response. Furthermore, there were significant decreases in relative ATP levels in the thymus from cocaine-treated rats compared to that of control rats, suggesting a decrease in mitochondrial function (Fig 4E). Thus, cocaine alters mitochondrial dynamics toward fusion, which might contribute to the maintenance of mitochondrial homeostasis in rat thymus during cocaine administration. We finally examined serum levels of total cholesterol, triglyceride, and glucose, and found that triglyceride and glucose levels were increased and decreased, respectively, in rats treated with cocaine (Fig 4F). Since glucose is needed to generate cellular fatty acids as well as triglycerides, this alteration in the blood might be related to the change towards adipogenesis in the thymus.

**Fig 4:**
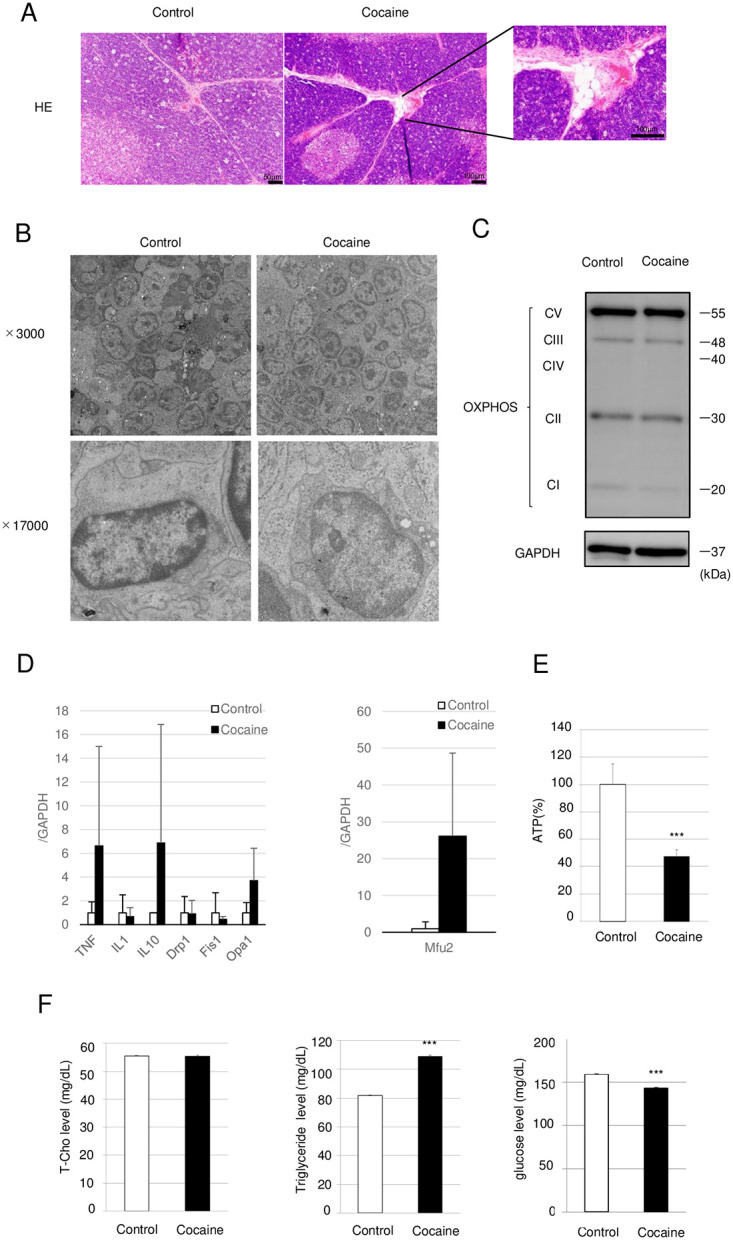
Ectopic development of a small number of adipocytes, as well as mitochondrial morphology and dynamics, in thymus from cocaine-administered rats. Rats were treated with or without cocaine (20 mg/kg/day, 7 days). (A) H&E staining images of thymus are shown. Rats were treated with or without cocaine (20 mg/kg/day, 7 days). (B) Electron microscopic images of thymus from rats treated with or without cocaine. (C) Immunoblot analysis of OXPHOS proteins. (D) Quantitative real time PCR analysis of genes involved in mitochondrial dynamics. GAPDH levels served as an internal control. (E) Relative ATP levels in the thymus from rats treated with or without cocaine. (F) Serum concentrations of total cholesterol (T-Cho), triglyceride, and glucose. Graph shows mean and S.E. ***P<0.001 versus control.

### Repeated cocaine administration activates PPARγ in the thymus

FA metabolism is regulated mainly through the peroxisome proliferator-activated receptor (PPAR) family of transcription factors. Among them, PPARγ plays a central role in FA uptake and subsequent adipogenesis [30]. Therefore, we examined PPARγ in the thymus. As shown in Fig 5A, increased protein levels of PPARγ were observed in the thymus of the cocaine group. Immunohistochemistry also showed the nuclear translocation of PPARγ in several thymic cells in the cocaine group, confirming the activation of PPARγ by cocaine in the thymus (Fig 5B). We next examined the decrease in adiponectin as well as FA intake genes indicated in the results of the DNA microarray analysis (Fig 2). We performed immunoblotting for adiponectin and FABP4, as an example of a FA intake-related protein, as well as an immunohistochemical analysis of adiponectin. As shown in Fig 5C, the protein levels of adiponectin and FABP4 were significantly decreased in the cocaine group as compared to the control group. Immunohistochemical analysis also showed an apparent decrease in adiponectin staining within the medulla of the thymus in the cocaine administered rats as compared to controls (Fig 5D). Since adiponectin circulates throughout the body, we examined circulating levels of adiponectin, and found no difference in the levels of adiponectin in blood samples from the cocaine and control groups (Fig 5E). Thus, adiponectin seems to be decreased specifically in the microenvironment of the thymic medulla in cocaine-administered rats. 

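Of 14 measured PPARγ target genes, 3 were lower by more than 2-fold in the cocaine thymus, 1 was higher by more than 1.5-fold and 10 lay within 1.5-fold. The 3 lower genes were Adipoq, Fabp4 and Pdk4, a kinase that inhibits pyruvate dehydrogenase, whose log2 intensity was 6.04 in the control and 4.96 with cocaine. The higher gene was Nr1h3. Lpl, the lipoprotein lipase, was 8.88 in the control and 8.69 with cocaine, and the lipid droplet gene Plin2 was 6.14 and 5.90. The median of the list was -0.07, at percentile 4.72 of the random lists. Its mean was -0.23, at percentile 0.18. Without Adipoq and Fabp4, which the study picked from these arrays, the median was -0.03, at percentile 16.9, and the mean was -0.07, at percentile 19.0. With these 2 genes included, the list stood apart with each array centred on its median (percentile 1.21), after lowess centring (2.07) and under the filters at the 25th percentile (2.11) and at the median (0.95) of mean intensity. The mRNA of Pparg itself differed by -0.67 on the log2 scale, 1.59-fold lower, with a mean below the median of all transcript clusters.

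**Figure D2:**
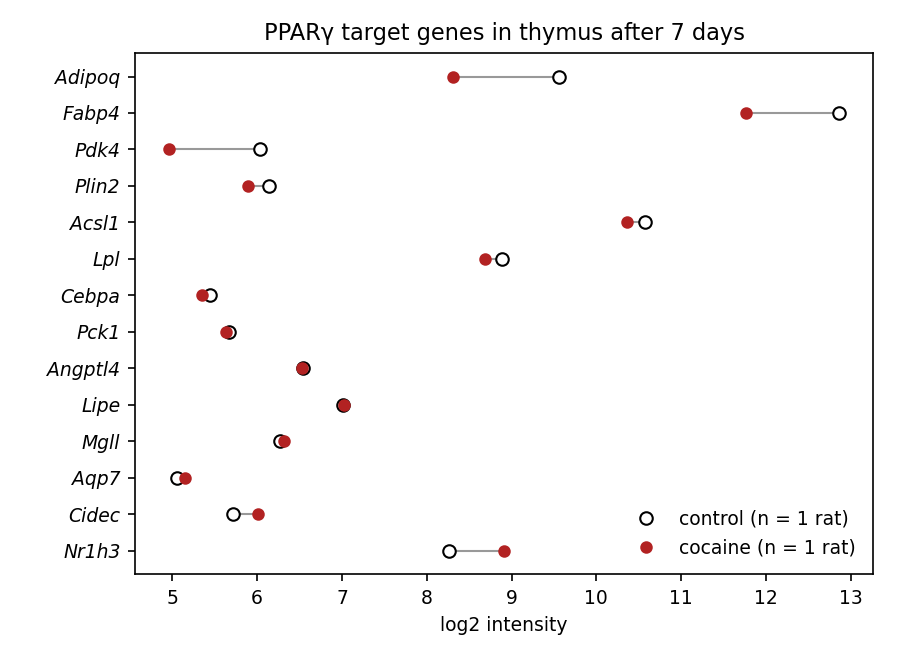
Log2 intensity of 14 PPARγ target genes in the thymus of 1 control rat (open circles) and 1 cocaine rat (filled circles) after 7 days, with a line joining the 2 values of each gene. Adipoq, Fabp4 and Pdk4 have the longest lines, with differences of -1.24, -1.11 and -1.08.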

Taken together, PPARγ seems to be activated in the thymus of rats administered cocaine for 7 days, in spite of the decreases in its target genes, such as Fabp4 (Figs 2 and 5).

**Fig 5:**
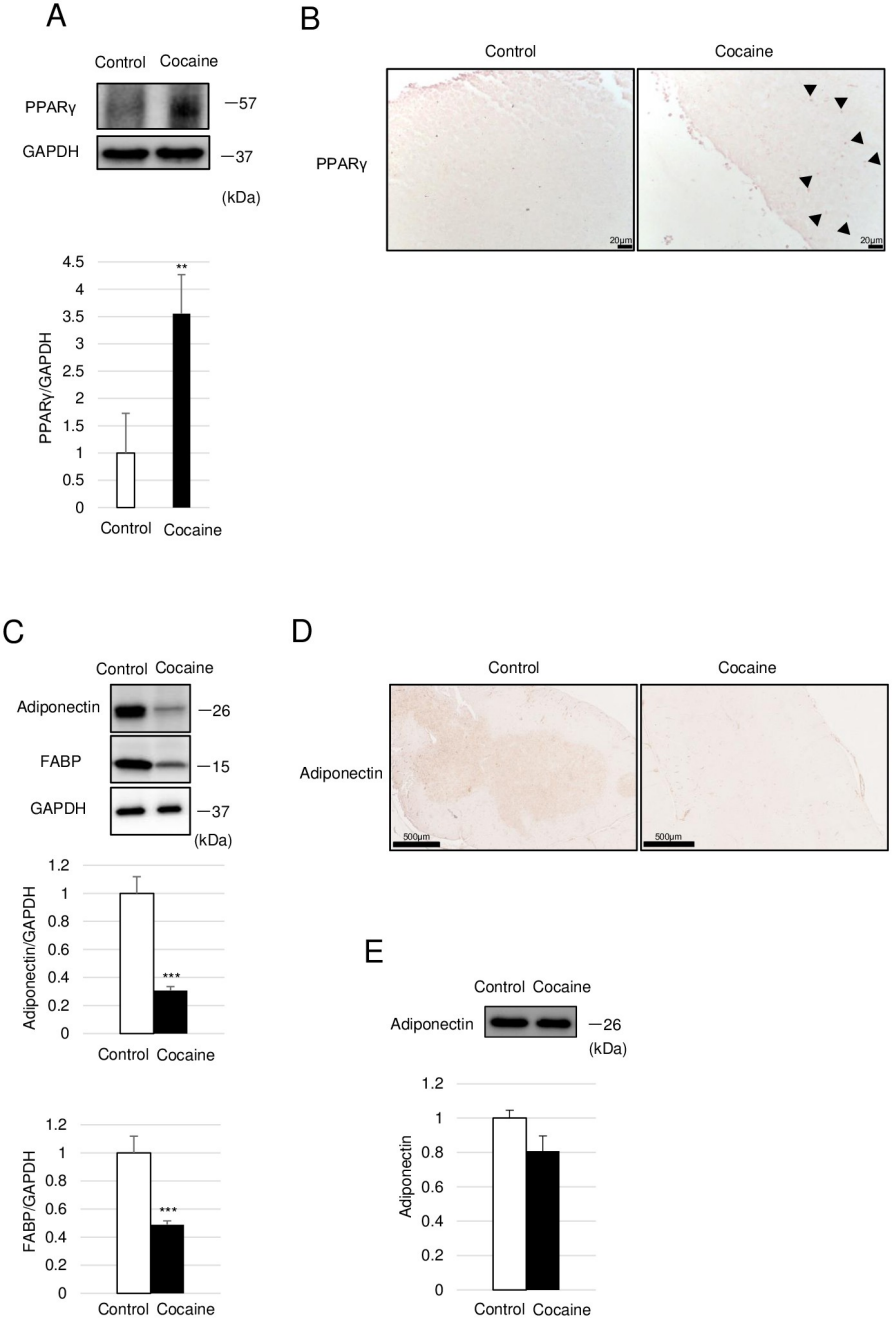
Increased levels of PPARγ and decreased levels of adiponectin in thymus from rats administered cocaine for 7 days. Rats were treated with or without cocaine (20 mg/kg/day, 7 days). (A) Immunoblot analysis of PPARγ in the thymus. GAPDH levels served as an internal control. (B) Immunohistochemical analysis of PPARγ in the thymus. Arrowheads indicate nuclear localization of PPARγ. (C) Immunoblot analysis of adiponectin and FABP4 in the thymus. (D) Immunohistochemical analysis of adiponectin in the thymus. (E) Immunoblot analysis of adiponectin in the serum. GAPDH levels served as an internal control. Graphs show mean and S.E. **P<0. 01, ***P<0.001 versus control.

### Repeated cocaine administration for 14 days induces ectopic development of adipose tissue in the thymus

Age-related thymic involution involves the replacement of thymic cells with adipocytes. As a natural consequence of its crucial role in the development of adipose tissue [31], PPARγ also play a pivotal role in the age-related involution of the thymus [32, 33]. However, we did not observe any appreciable development of adipose tissue in the thymus of rats administered cocaine for 7 days (Fig 4), despite the activation of PPARγ (Fig 5). Therefore, we examined the thymus of rats administered cocaine for 14 days. As shown in Fig 6A and 6B, shrinkage as well as the loss of weight of the thymus were observed, suggesting that thymic involution continued during days 8–14 cocaine administration. Furthermore, along with the loss of thymic cells, such as epithelial cells, large clusters of adipocytes were observed sporadically in the thymus of the cocaine group (Fig 6C). There also seemed to be a replacement of lymphoid cells with such clusters of adipocytes (Fig 6C and 6D). In accordance with the observed histological changes, we also observed increases in the levels of fatty acid synthase (FAS) and cellular triglycerides in the thymus from rats administered cocaine for 14 days (Fig 6E and 6F). These results suggest that the activation of PPARγ observed in the thymus from rats administered cocaine for 7 days (Fig 5) should lead to later ectopic adipogenesis, characteristic of age-related thymic involution.

**Fig 6:**
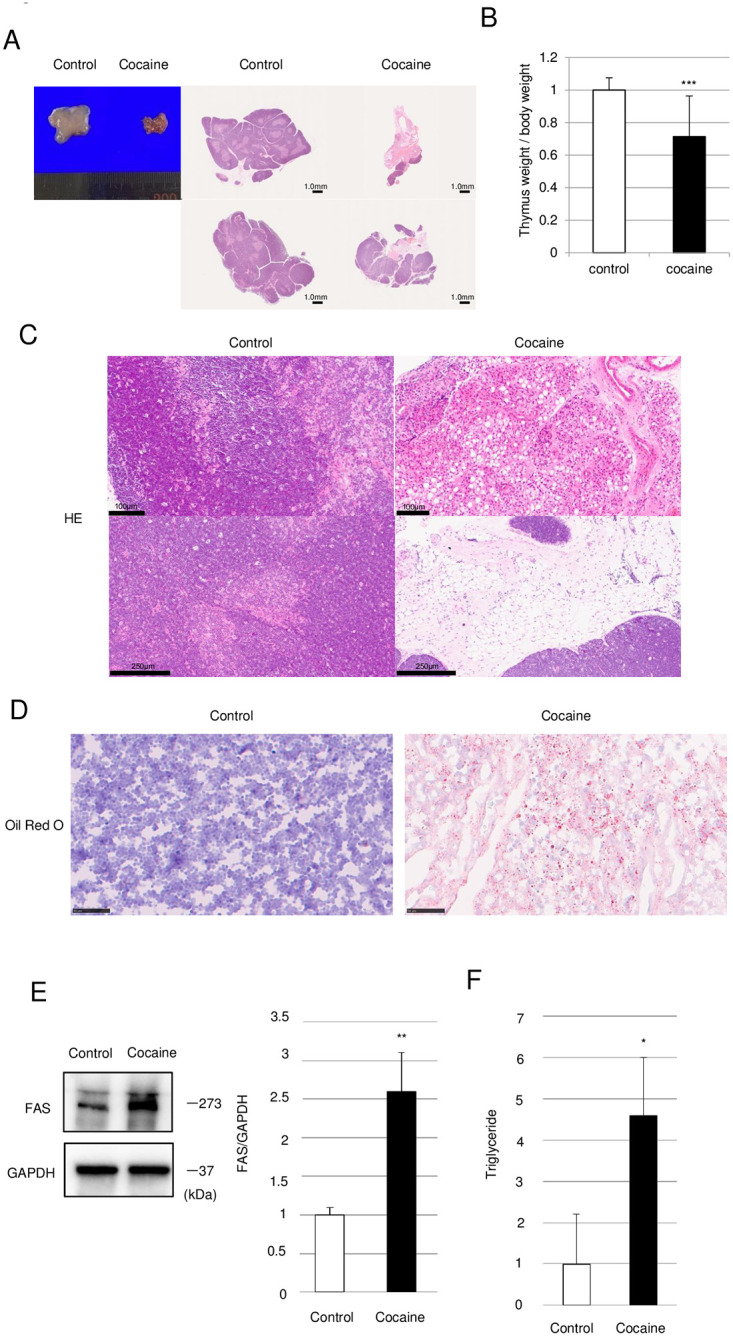
Reduction of thymic weight and size as well as ectopic development of adipocytes in thymus from rats administered cocaine for 14 days. Rats were treated with or without cocaine (20 mg/kg/day, 14 days). (A) Persistence of the reduction in thymic size in rats administered cocaine. Light microscopic and H&E staining images of thymus from rats administered cocaine for 14 days are shown. (B) Reduction in relative weight of thymus from rats administered cocaine for 14 days. (C) Ectopic development of adipocytes in thymus of rats administered cocaine for 14 days. Massive development of adipocytes was observed at the periphery of and within the cortex of the thymus. (D) Oil Red O staining images of thymus from rats administered cocaine for 14 day. (E) Immunoblot analysis of fatty acid synthase (FAS) in the thymus. GAPDH levels served as an internal control. (F) Relative levels of triglycerides in the thymus. Graph shows mean and S.E. *P<0.05, **P<0.01, ***P<0.001 versus control.

### Repeated cocaine administration for 14 days increases PPARγ-target gene expressions in the thymus

As observed in the thymus of rats administered cocaine for 7 days, we observed increased expression as well as nuclear translocation of PPARγ in the thymus of rats with 14 days cocaine treatment (Fig 7A and 7B). Furthermore, the activation was accompanied by increased protein levels of FABP4 and adiponectin (Fig 7C). Thus, after 14 days administration in rats, the activation of PPARγ seems to be associated with the increase of PPARγ-target genes as well as apparent adipogenesis in the thymus.

**Fig 7:**
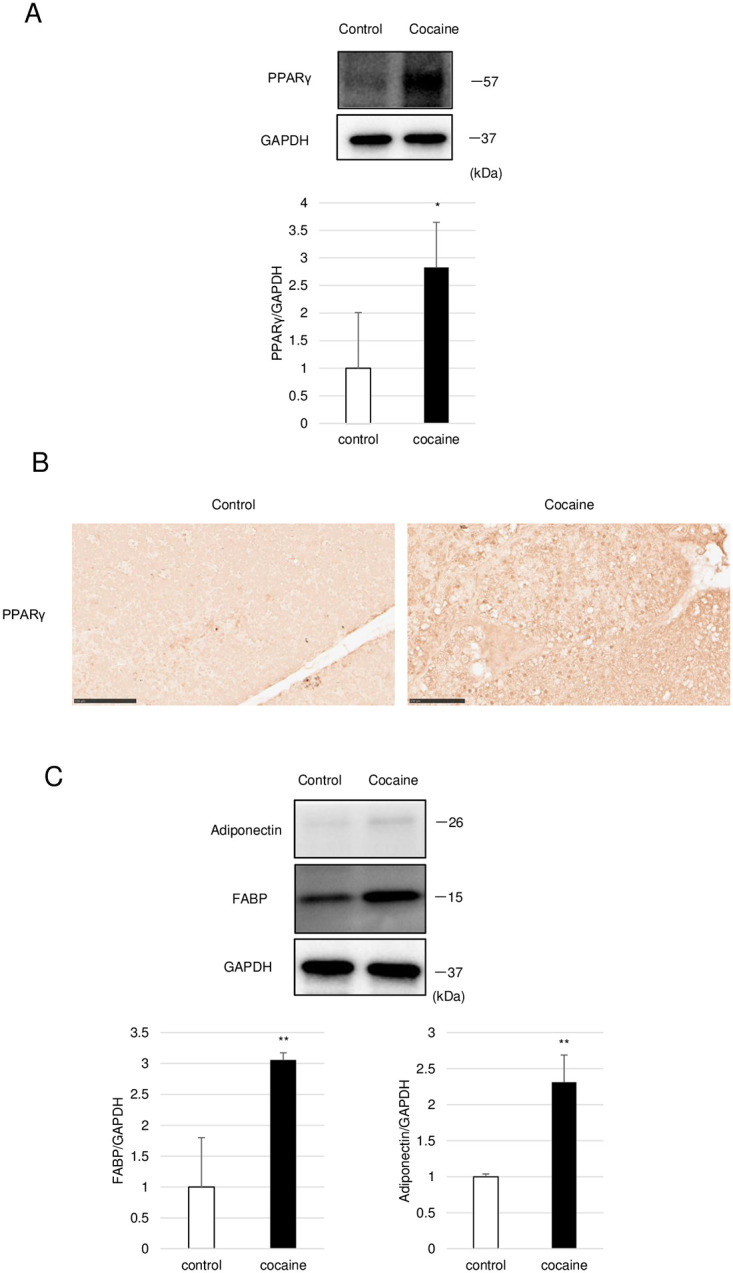
Increased levels of PPARγ as well as adiponectin in thymus from rats administered cocaine for 14 days. Rats were treated with or without cocaine (20 mg/kg/day, 14 days). (A) Immunoblot analysis of PPARγ in the thymus. GAPDH levels served as an internal control. (B) Immunohistochemical analysis of PPARγ in the thymus. Arrowheads indicate nuclear localization of PPARγ. (C) Immunoblot analysis of adiponectin and FABP in the thymus. GAPDH levels served as an internal control. Graphs show mean and S.E. *P<0. 05, **P<0. 01 versus control.

## Discussion

In this study, we demonstrate that repeated cocaine administration induces shrinkage of the thymus. Although involution of the thymus has been repeatedly reported in animal models of cocaine abuse [6, 34], this is the first study, to our best of knowledge, to demonstrate that acute shrinkage is followed by ectopic development of adipocytes in the thymus during prolonged cocaine treatment in rats.

During thymic involution caused by cocaine, the number of cells in the thymus decreases as a prerequisite for the loss of thymic volume. To explain this decrease in cell number, two distinct, but not mutually exclusive, mechanisms have been suggested: a loss of thymic cells through apoptosis and the suppression of cell proliferation [10, 35]. Our results shown in Fig 3 demonstrate that apoptosis rather than cell cycle arrest contributes to the loss of cells and subsequent involution of the thymus. Thus, it seems that repeated daily cocaine administration causes acute stress-induced thymic atrophy within 7 days after the beginning of exposure. Apoptotic loss of thymic cells is responsible, at least in part, for the atrophy of this organ observed at this stage.

In the thymus of rats administered cocaine for 7 days, thymic atrophy is accompanied by a slight, sporadic occurrence of adipocytes in the trabeculae (Fig 4). In contrast, this acute stress-induced atrophy was followed by obvious ectopic adipogenesis, which occurred mainly during days 8–14 after the initiation of cocaine treatment. Replacement of stromal cells with adipocytes is one of the characteristic features of age-related thymic atrophy, which occurs as a result of aging even in healthy individuals. However, the 8–10 week-old rats used in this study are still in the adolescent or young adult stage [36]. Thus, it may be safe to conclude that repeated daily cocaine administration accelerates age-related thymic atrophy in rats.

PPARγ has been shown to be a direct transcriptional activator of several genes for FA uptake including Cd36 and Fabp4 [37]. However, on day 7 after the start of cocaine treatment, we observed decreases in the expressions of Cd36 and Fabp4 in the thymus despite the histological as well as biochemical observation demonstrating the activation of PPARγ (Figs 2 and 5). Since the activation of PPARγ is consistent with, and should be required for, the following adipogenesis, the paradoxical decrease in the expressions of its target genes might indicate that the expressions of these genes were more profoundly decreased at an earlier treatment stage (1–7 days treatment). In other words, the expressions of these genes might have been in a recovery period when the thymus was examined at day 7 of cocaine treatment. In accordance with this assumption, we observed not only PPARγ activation but also increased expression of adiponectin and FABP in the thymus after administration of cocaine for 14 days (Fig 7). Alternatively, there might be two types of thymic cells, one that undergoes differentiation into adipocytes through the facilitation of FA intake while the other rather consumes and/or excretes intracellular FA. In any case, there appears to be complicated alterations in FA metabolism during thymic atrophy caused by repeated cocaine administration in rats.

In addition to the paradoxical decrease in the expressions of the genes for FA intake, we also observed a decrease in the expression of adiponectin in our DNA microarray analysis. Indeed, levels of the adiponectin protein were severely decreased in the thymus of cocaine-administered rats. Since the circulating levels of adiponectin were unchanged between the control and cocaine groups (Fig 5E), the downregulation of adiponectin to occur locally in the microenvironment of the thymus. It has been reported that lymphocytes [38] as well as certain other cells within thymus [39] express the AdipoQ gene. However, given the limited expression of AdipoQ in these cells as well as the fact that AdipoQ is highly abundant in circulation, severe and apparent decrease in AdipoQ as observed by immunoblot and histochemistry, respectively, may be attributable to a loss of this protein in the extracellular microenvironment of the thymus. Takemura, et al. reported that adiponectin is involved in the clearance of apoptotic cells from the thymus [24].Therefore, the loss of adiponectin might result from the occurrence of apoptosis in the thymus and subsequent clearance along with apoptotic cells by macrophages. Since the levels of adiponectin is the thymus were rather increased in rats administered cocaine for 14 days, decreased levels of adiponectin in the thymus should be transient and might be a result from transient occurrence of apoptosis in the thymus.

Age-related atrophy of the thymus is believed to play a significant role in immunosenescence, the phenomenon in which immune ability declines with age. Like aging, cocaine abuse has also been reported to have negative effects on the immune system. Nevertheless, a rational explanation for the negative effect of cocaine on the immune system has scarcely been reported. Our current results showing that cocaine accelerates at least one feature of age-related thymic involution, ectopic adipogenesis, may provide an important clue to elucidate the whole mechanism of the negative effects of cocaine on the immune system.

## Supporting information

S1 Raw images

S1 Table

# Supplementary material for: Thymic involution caused by repeated cocaine administration includes apoptotic cell loss followed by ectopic adipogenesis
**Source:** PLoS One. 2022 Nov 28;17(11):e0277032. doi: 10.1371/journal.pone.0277032
**Supplement:** S1 Raw images

The full length blots of Fig. 3

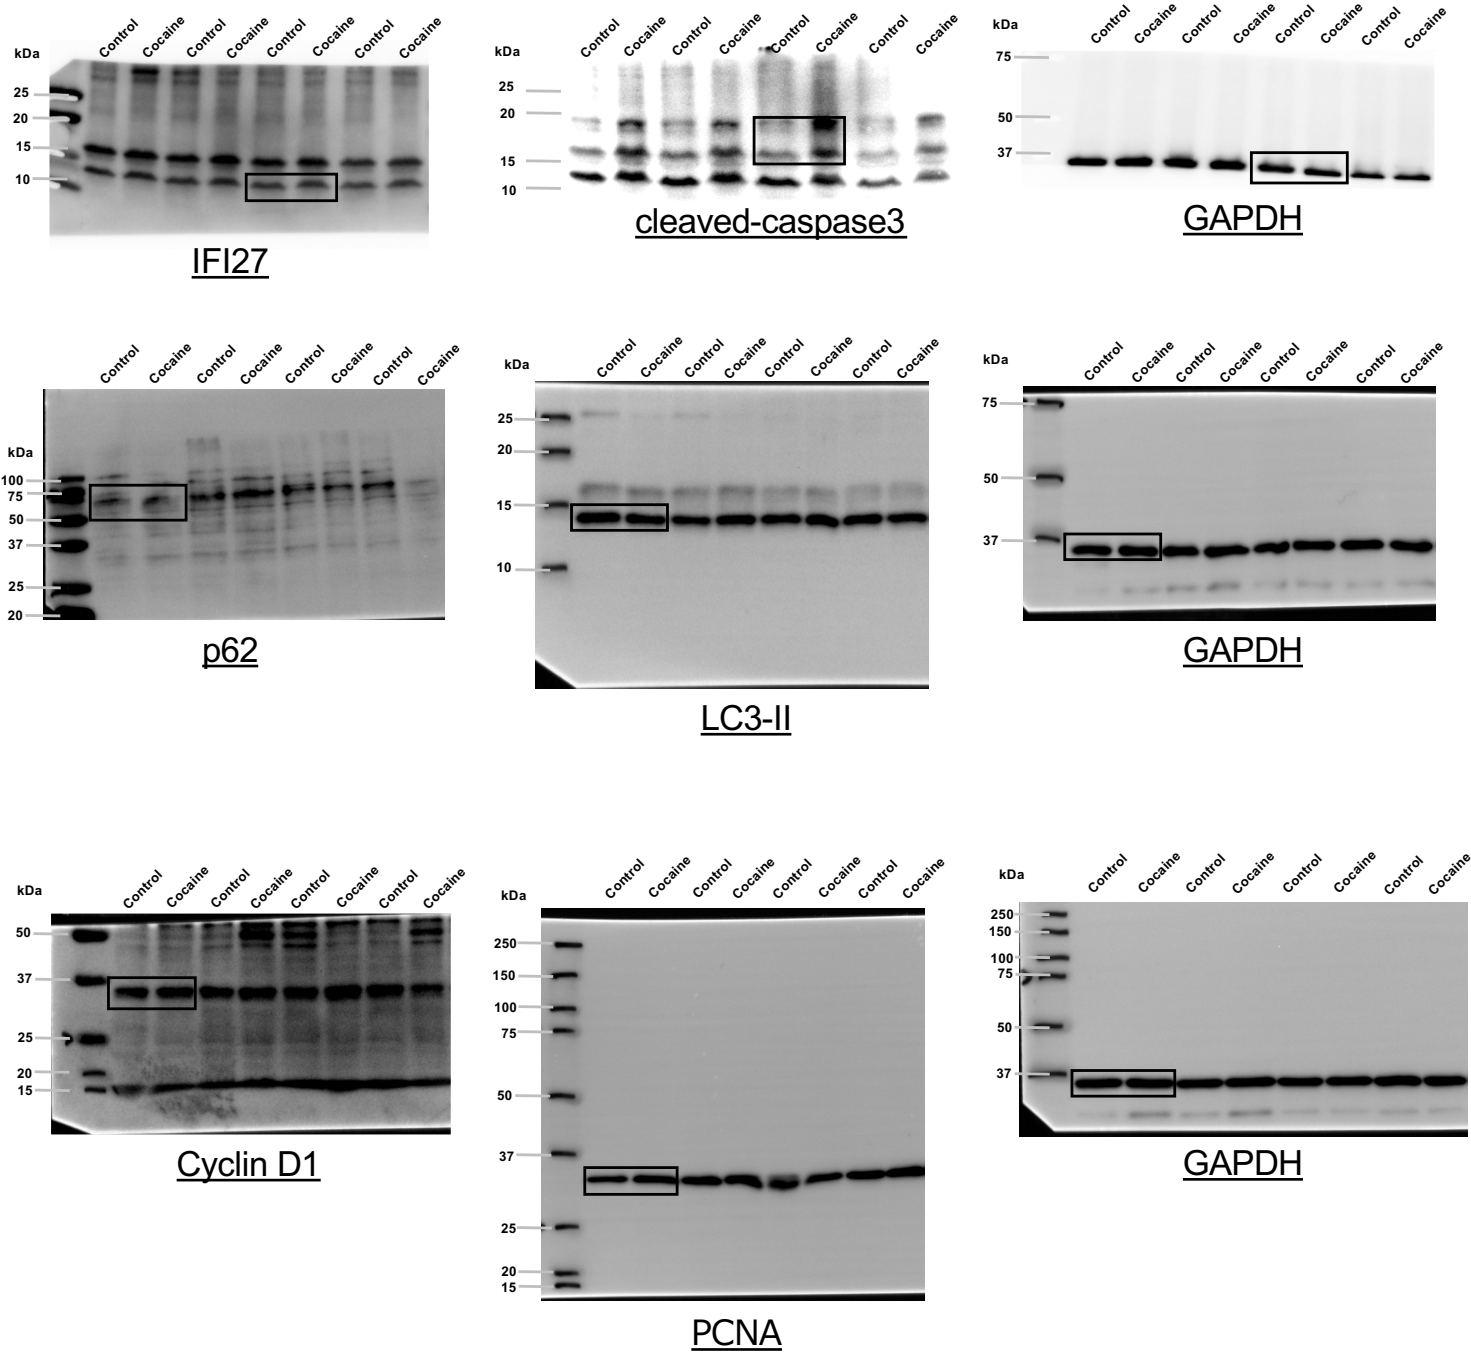

The full length blots of Fig. 4

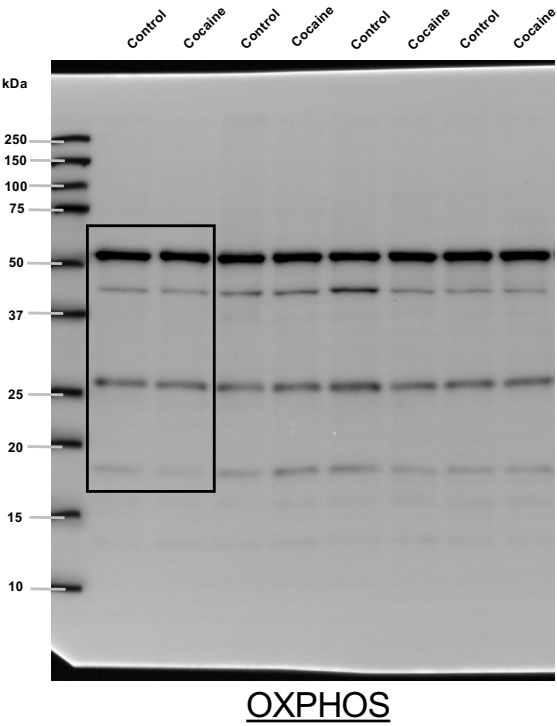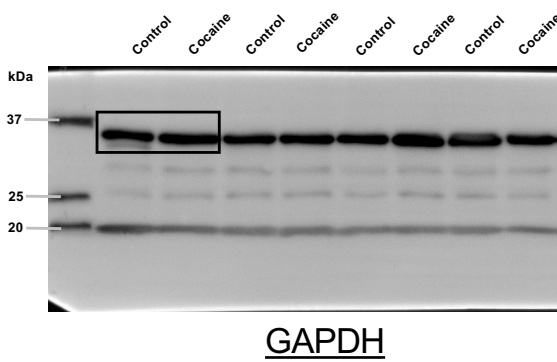

The full length blots of Fig. 5

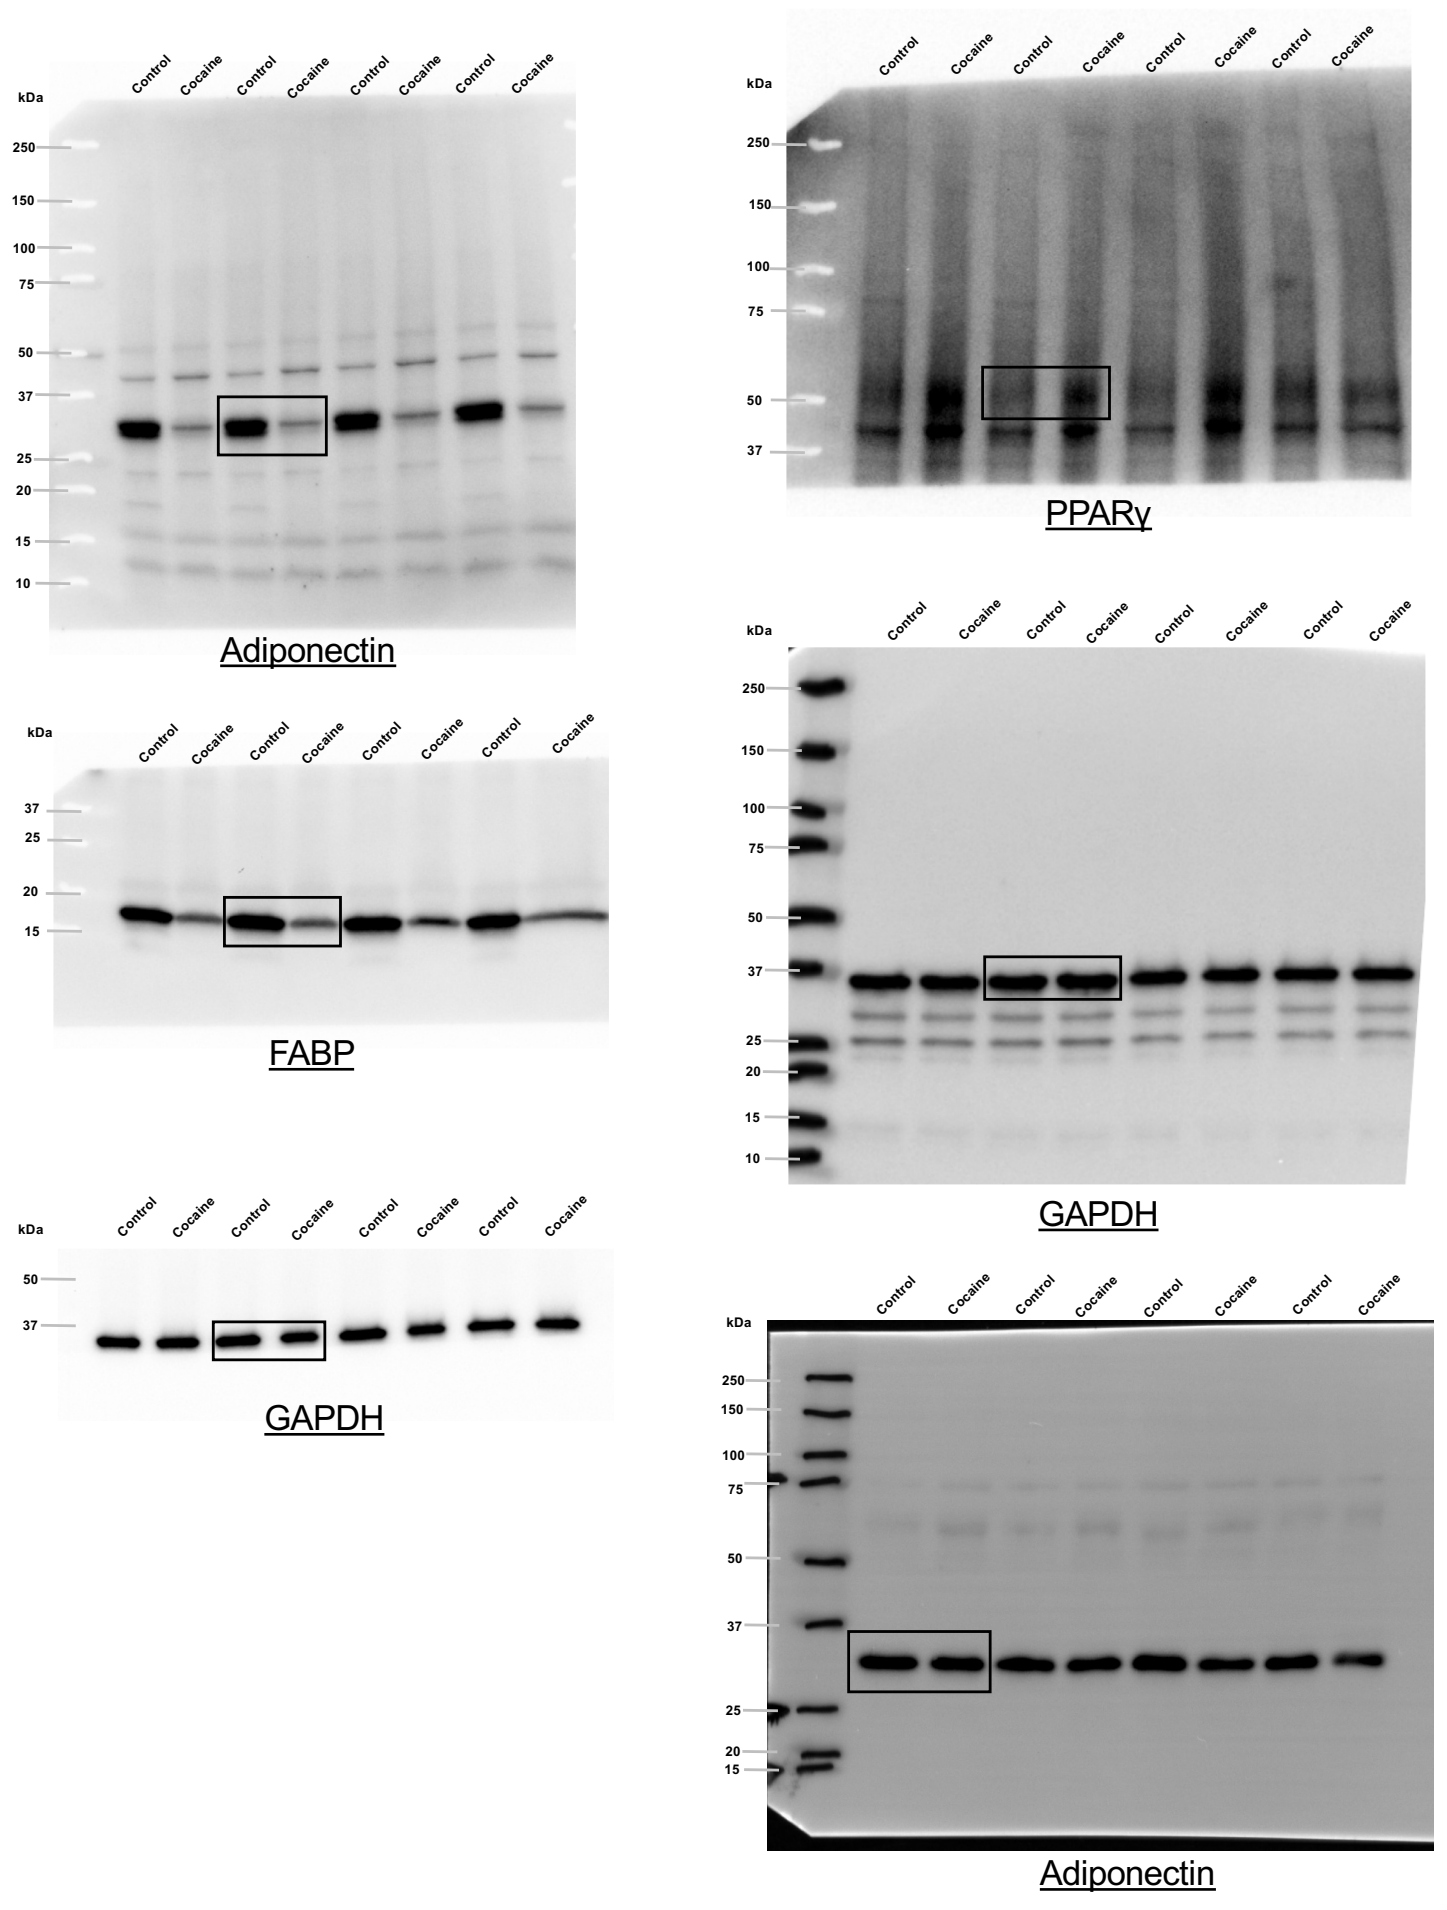

The full length blots of Fig. 6

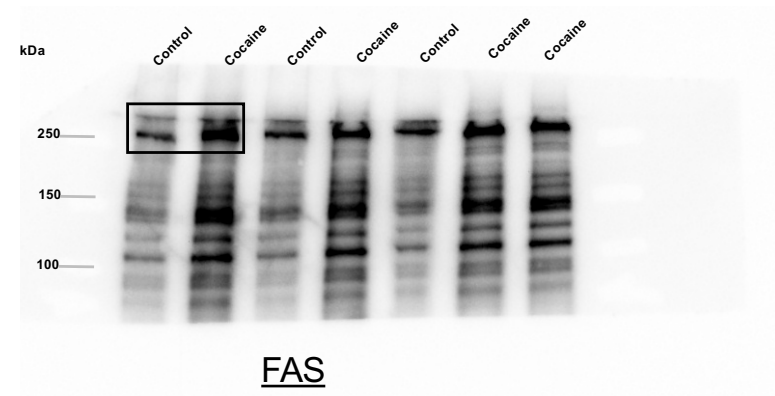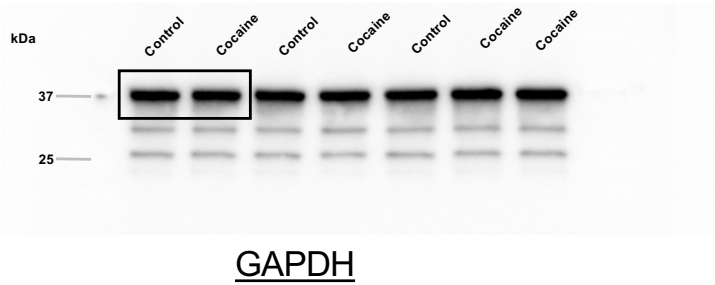

The full length blots of Fig. 7

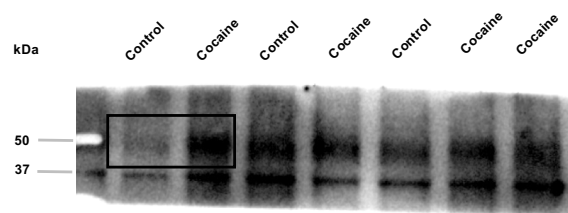

PPAR γ

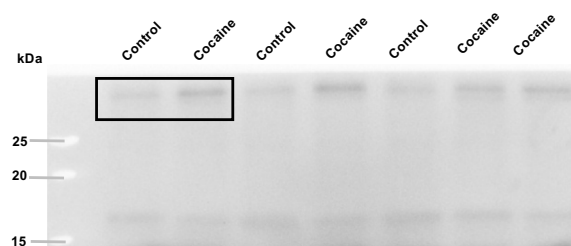

Adiponectin

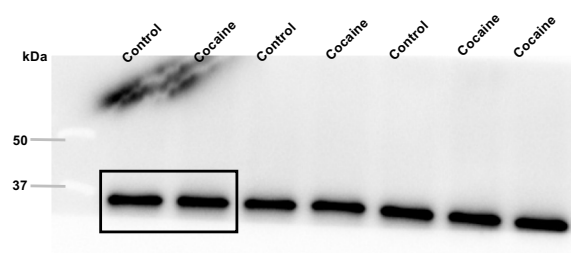

GAPDH

# Supplementary material for: Thymic involution caused by repeated cocaine administration includes apoptotic cell loss followed by ectopic adipogenesis
**Source:** PLoS One. 2022 Nov 28;17(11):e0277032. doi: 10.1371/journal.pone.0277032
**Supplement:** S1 Table

Primers used in this study

Gene	Forward	Reverse
TNF- α	ATGGCCTTGTAGACACCTTGG	ATGGCCTTGTAGACACCTTGG
IL-1 β	ATGGCCTTGTAGACACCTTGG	ATGGCCTTGTAGACACCTTGG
IL-10	AATAAAAGCAAGGCAGTGGAGC	ATTCATGGCCTTGTAGACACCT
Drp1	TTCTTCCCAGAGGGACTGGT	GAAATTTACCCCATTTCTTCTGCT
Fis1	GGGTTACATGGATGCCCAGA	AGGCACCAGGCGTATTCAAA
Mfn2	CACCCGGGATAATCTGGAGC	TTGAGTTCGCTGTCCAACCA
Opa1	GCGGGTACACCTGGAGAAAC	GCAGAAAGTTCTTCCTGAAGTTGG
Gapdh	ATGGCCTTGTAGACACCTTGG	ATGGCCTTGTAGACACCTTGG

Antibodies used in this study

Protein	Source	Identifier
Adiponectin	GeneTex	GTX112777
FABP4	abcam	ab92501
GAPDH	Millipore	MAB374
IFI27	GeneTex	GTX66233
Cleaved-caspase3	Cell Signaling Technologies	#9661
p62	MBL	PM045
LC3	Cell Signaling Technologies	#2775
Cyclin D1	Cell Signaling Technologies	#2922
PCNA	Cell Signaling Technologies	#2586
OXPPOS	abcam	ab110413
PPAR γ	Santa Cruz	sc-7273
FAS	Cell Signaling Technologies	#2497

How the deposited data were processed for this re-analysis (not part of the article)

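Thymus RNA of 1 rat given 20 mg/kg/day cocaine i.v. for 7 days and of 1 control rat was measured on 2 Clariom S rat arrays. Group and day were taken from the titles and labels of the samples and from the methods. The labels call the control unstimulated where the methods give saline, and they name thymus as the source but spleen in the note on RNA extraction. The samples were treated as thymus. The sources used here give 1 rat per array, while the methods give a larger n per group for the study as a whole.

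The authors scanned the arrays and analyzed them with the TAC software, and deposited 1 linear intensity per transcript cluster. The software version, the background correction, the normalization and the genome build are not given in the sources used here, so no coordinates are printed. The 2 columns of deposited intensity values had near-equal distributions, with a median log2 difference of 0. The table held 24834 rows, of which 1646 were control rows and were left out. Of the remaining 23188 transcript clusters, 15049 had 1 gene symbol, none had several and 8139 had none here. All 15049 were matched to the current rat gene table of RefSeq (assembly GRCr8) by gene number, which changed no symbol. Where a gene had several transcript clusters, the one with the highest mean was used, which gave 15037 genes. Cd36 had no named transcript cluster here and was not analysed here, and Scd1 was found under its current symbol Scd.

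The rule written before the data were examined was to use the values as deposited if they were on a log2 scale and normalized, and otherwise log2 values after quantile normalization. Since the deposited intensity values were linear, quantile normalization was applied. A first run had taken the values as deposited as the main setting, and its results (13 lists apart, 30 transcript clusters higher and 51 lower) were seen before the main setting was returned to this rule. Quantile normalization moved the median of all log2 differences from 0 to 0.01. The log2 values as deposited, without further scaling, were added as an alternative after the data were seen, as were the medians and means of lists without the genes that the study picked from these arrays and the counts without transcript clusters that repeat the values of another within 0.02.

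With 1 array per group there was no replicate spread, so no test was run and no p is given, and the difference between the 2 rats has no replicate check. Folds are the brighter over the dimmer value. Transcript clusters more than 2-fold apart were counted, after the limit the study states for its plot. Of the 45 gene lists, 23 were for pathways and 22 for cell types, and 468 of their 528 genes had a named transcript cluster. For each list with at least 4 measured genes, the median difference was placed among 10000 random lists drawn with the same number of genes from each of 20 bins of mean expression. The genes named in the text were those the study names from its arrays or measured by other assays, the 12 highest and 12 lowest differences among named genes with a mean at or above the median, and up to 4 members of each list with the largest differences and a mean at or above the 25th percentile. The direction of the genes the study names was already shown in its Fig 2. Rag1 and Dntt were set beforehand as a check of the tissue. Fabp3, Car3, Lpl, Plin2, Mvd, Dusp1, Sgk1, Bax, RT1-CE13, RT1-A2 and the neighbours of Scd fall outside this rule and were named after their values were seen.

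The other planned settings were centring each array on its median, a lowess curve over mean intensity, filters at the 25th percentile and at the median of mean intensity, 1 named transcript cluster per gene, a limit of 1.5-fold, a limit of 4 robust SDs within bins of mean intensity, the mean of several transcript clusters of a gene, the mean of a list, and random lists without matching. The steps were tested on simulated data. For cocaine against control with 1 simulated array each, 100% of 50 transcript clusters planted at 1.5 and 0% of 50 planted at 0.6 on the log2 scale passed 2-fold, among 23188. In the same simulation over 15037 genes, 10 of 200 lists with nothing planted and 50 of 50 lists with 0.3 added stood apart. Of 22988 unplanted transcript clusters, 0 passed 2-fold there. The simulated differences were independent and drawn from the local robust spread, without identical values, unlike those of the 2 arrays. The simulation thus checks that the steps run as written and gives no error rate for these arrays. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.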

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

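Of the named genes with the largest differences among brighter transcript clusters, 15 that the paper does not discuss differed by more than 2-fold from the control array, which is what singled them out. No replicate stands behind any of them. Lower in the cocaine thymus, in log2 differences, were the class I gene RT1-CE3 (-1.42), Syt17 (-1.28), Lce1f (-1.25), the calcium-binding protein gene S100a11 (-1.23), the chaperone gene Hsph1 (-1.12), the defensin gene Np4 (-1.07), the ficolin gene Fcnb (-1.07) and the albumin gene Alb (-1.01). Higher were the kinase gene Nuak1 (1.47), Mcrs1 (1.22), Crtap (1.20), Ndufb8 of respiratory complex I (1.09), the tubulin cofactor gene Tbcd (1.06), the class II gene RT1-Db2 (1.05) and the lipid kinase gene Pik3c2b (1.03). With each array centred on its median, Alb (-0.92), Np4 (-0.99) and Fcnb (-0.99) were within 2-fold, and Alb was so too after lowess centring (-0.97) and as deposited, without further scaling (-0.94).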

How the results depend on the processing

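No paired analysis was possible because each group had 1 array, and for the same reason no replicate could be left out. Quantile normalization, also listed beforehand as an alternative, is the main setting under the rule for linear values, to which the scaling was returned after a first run on the values as deposited had been seen. The 2-fold counts of 35 higher and 52 lower transcript clusters stayed within 1.5 times under the other 3 scalings, the filter at the 25th percentile and without repeated transcript clusters. They were 16 and 24 at or above the median of mean intensity and 23 and 27 with 1 named transcript cluster per gene, which count fewer transcript clusters. They were 460 and 531 at 1.5-fold and 596 and 745 at 4 local robust SDs. No named gene past 2-fold changed sign, and each of the 756 other values of named genes lay within 1 local robust SD of its main value. Neither check could readily fail, since the largest change that quantile normalization made to a difference was 0.10. The mean of transcript clusters changes few genes, since 15049 named transcript clusters stand for 15037 genes.

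List medians in log2 differences moved as follows. Between scalings, part of the move comes from quantile normalization itself, which gave differences to genes with identical deposited values. Of these, Opa1 differed by -0.082 and the dimmer Ms4a2 by 0.047 after it. Apart from this and the constant named below, the cause was not tested. With each array centred on its median they were 0.072 for p53 targets, 0.12 for interferon-stimulated genes, 0.020 for fatty acid uptake, -0.023 for fatty acid synthesis, 0.028 for fatty acid oxidation, 0.043 for cholesterol synthesis, 0.034 for proliferation, 0.19 for oxidative phosphorylation, -0.0038 for housekeeping genes, and 0.022 each for autophagy genes and erythroid, medullary epithelial and fibroblast markers. For the autophagy, erythroid, medullary epithelial and fibroblast lists the median as deposited was 0, so 0.022 is the constant that this centring adds to every deposited difference. On the values as deposited, chosen after the data were seen, the moved medians were 0.050 for p53 targets, -0.0025 for uptake, -0.045 for fatty acid synthesis, 0.0056 for oxidation, 0.012 for proliferation, 0.17 for oxidative phosphorylation and -0.026 for housekeeping genes. The mean in place of the median was 0.16 for pro-apoptotic genes, 0.052 for p53 targets, 0.16 for interferon-stimulated genes, -0.27 for fatty acid synthesis, 0.034 for oxidation, 0.37 for cholesterol efflux, 0.081 for cholesterol synthesis, -0.23 for PPARγ targets, 0.050 for autophagy, 0.016 for proliferation, 0.17 for oxidative phosphorylation, 0.097 for immediate-early genes, -0.29 for heat shock genes, 0.24 for MHC class II genes, 0.064 for B cell markers, -0.050 for plasma cell markers, -0.13 for erythroid markers, -0.24 for adipocyte markers, -0.26 for brown adipocyte markers and 0.019 for skeletal muscle markers. At or above the 25th percentile of mean intensity they were -0.31 for adipogenic transcription factors and 0.15 for erythroid markers. At or above the median they were -0.19 for glucocorticoid-induced genes, 0.38 for cholesterol efflux, -0.20 for PPARγ targets, -0.047 for immediate-early genes, 0.016 for macrophage markers, -0.15 for fibroblast markers and -0.092 for adipocyte markers. Without the genes the study picked from these arrays, also chosen after the data were seen, the cholesterol efflux median was 0.18, and the mean was 0.091 for pro-apoptotic genes and -0.13 for adipocyte markers.

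Of the 10 lists that stood apart, all 10 did so under the other 3 scalings, the filter at the 25th percentile, the mean of transcript clusters and unmatched random lists. Centring on the median adds 1 constant to every deposited difference, so it and the values as deposited gave each list the same percentile. These 2 scalings count as 1 check of a list. At or above the median of mean intensity 3 of the 10 were lost, those of fatty acid synthesis, immature thymocytes and macrophages, while those of adipogenic transcription factors and brown adipocytes had too few genes left to be placed. By the mean of the list, those of adipogenic transcription factors, immature thymocytes and macrophages were lost. Without the study's genes only fatty acid synthesis was lost by the median, and by the mean those of anti-apoptotic, interferon-stimulated and fatty acid synthesis genes were lost besides the 3 that the mean alone loses. The PPARγ target and oxidative phosphorylation lists, which did not stand apart in the main setting, did so under each of the other 3 scalings, both filters on mean intensity and the mean of the list, and the oxidative phosphorylation list also with the mean of transcript clusters and unmatched random lists. The adipocyte list did so with each array centred on its median and as deposited, which are 1 check, and by its mean. By the mean, the pro-apoptotic, MHC class II and heat shock lists stood apart too, and the PPARγ, adipocyte and pro-apoptotic lists did not once the study's genes were left out. The fibroblast list stood apart at or above the median of mean intensity. Dim transcript clusters limit the brown adipocyte and adipogenic lists.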

Differences from the paper's values

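The control and cocaine positions of the genes marked in Fig 2, read by eye, were set against the values here on the log2 scale. They lay within a reading error of 0.5, or of 1.0 for positions read as whole numbers, under each scaling. An error of 1.0 is as wide as a 2-fold difference and the scalings moved values little, so this check was coarse. The paper places Traf2 among the genes upregulated more than 2-fold. Here it was 1.99-fold higher after quantile normalization, a log2 difference of 0.99, while Ifi27, Acads, Abcg1 and F2r were past 2-fold. Of the alternatives set before the data were examined, Traf2 passed 2-fold with each array centred on its median (1.07) and with the lowess curve (1.01). The mean of its transcript clusters (0.99) gave the main values again and is no separate check. Traf2 also passed on the values as deposited (1.05), a setting chosen after the values were seen, which drops none of the measured genes that the paper names from the plot.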

Other observations

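The list of genes induced by glucocorticoids had a lower median in the cocaine thymus. Of 14 measured, 4 were lower by more than 1.5-fold, none was higher by as much and 10 lay within 1.5-fold. The 4 were Pdk4 (6.04 in the control and 4.96 with cocaine, log2), Ddit4, an inhibitor of mTOR signaling (11.35 and 10.63), the metallothionein gene Mt2A (13.66 and 12.95) and Errfi1 (7.60 and 7.00). On the other side lay Dusp1, at 8.77 and 9.31, and Sgk1, at 12.77 and 13.06. The median was -0.25, below every one of the 10000 random lists, and the list stood apart under every setting run for it. Pdk4 is also on the PPARγ list. The list of markers of cortical epithelial cells, which support early thymocytes, had a higher median. The 6 measured, 5 of them higher and 1 lower, lay within 1.5-fold, with Foxn1, the transcription factor of thymic epithelium, at 8.78 and 9.15, Prss16 at 16.07 and 16.41 and Dll4 at 7.31 and 7.60. Their median was 0.29, at percentile 99.8, and this list too stood apart under every setting run for it. Medullary epithelial markers had a median of -0.05, at percentile 14.9. Macrophage markers had a median of 0.14, at percentile 98.9, which the filter at the median of mean intensity brought to percentile 75.2.

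Several genes whose products the paper measured by other assays in thymus of this dose and day can be read on the arrays. The arrays hold 1 rat per group, while the methods give a larger n per group for the study. A difference from those assays here is thus no test of them. The paper reports higher mRNA of mitofusin 2 and OPA1 by real time PCR. On the arrays Mfn2 was 11.20 in the control and 11.21 with cocaine, and Opa1 was 8.80 and 8.72, with identical values on both arrays as deposited. The paper reports a trend to lower Drp1 and Fis1. Dnm1l, which encodes Drp1, was 11.74 and 11.69, and Fis1 was 10.70 and 10.86. The paper reports higher TNFα and IL-10, and its primer table prints the same sequence as forward and reverse primer for TNFα, IL-1β and Gapdh. Tnf was 7.11 and 7.10, also identical as deposited, and the dim Il10 was 4.85 and 4.64. The paper reports no differences in the proteins p62, LC3-II, PCNA and cyclin D1. Sqstm1, which encodes p62, was 11.76 and 12.49, Map1lc3b was 12.52 and 12.64, Pcna was 15.23 and 15.21 and Ccnd1 was 7.91 and 7.53. The paper reports higher PPARγ protein, beside the lower Pparg mRNA given above. Gapdh, the paper's internal control, was 16.48 and 16.07, lower under each scaling. The paper finds no change in the respiratory chain proteins on its OXPHOS immunoblot, whose text does not say which genes of the list here it covers. The 13 measured genes of oxidative phosphorylation had a median of 0.11, just within the central 95% of random lists. This list stood apart under the 7 other settings chosen beforehand, at percentiles 97.8 to 99.3. Ndufb8 was 10.02 and 11.11.

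Of 31 genes of the RT1 complex, 2 were higher and 4 lower by more than 1.5-fold. The lower ones were RT1-CE3, RT1-CE15 (-0.99), RT1-CE13 (-0.84) and RT1-A2 (-0.59), all class I genes. Over the 31 RT1 genes the differences had an SD of 0.49, against 0.25 over all transcript clusters. With 1 rat per group, a difference between the 2 animals in this complex cannot be told apart from an effect of cocaine. In the RefSeq order of genes (assembly GRCr8), 2 protein-coding genes lie between Scd and Ndufb8, which differed by -2.55 and 1.09. These 2 genes, Wnt8b and Sec31b, differed by 0.04 and 0.31. The RT1 members below the named ones and these neighbours were picked after their values were seen.

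Of the tests that follow, those on brown fat and on identical values were chosen after the results were seen. Fabp4, Scd and Adipoq were lower by more than 2-fold, while Cd36 could not enter these tests. The smallest of the 3 differences over 3 scalings was -1.06, so the scalings tried here do not account for the lower values. This check could not readily fail, since the largest change that quantile normalization made to a difference was 0.10. Less attached fat tissue cannot be told apart from an effect of cocaine, itself untested with 1 rat per group: the 16 adipocyte markers besides the study's genes lay at percentile 52.9 of random lists, which was set beforehand to count against fat, but a median near 0 over markers that go both ways does not decide it, since 3 of the 16 were lower and none higher by more than 1.5-fold, with a mean of -0.13 at percentile 2.61. Less attached brown fat cannot be told apart either, since the brown markers had a median of -0.35 while Ucp1 differed by 0.06 and 6 of the 11 are dim. A first test on Ucp1 alone, which spoke against brown fat, was replaced and the label for fat tissue changed after the results were seen.

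In the deposited table 6300 transcript clusters held identical values on both arrays. Expression that did not differ would leave a smooth spread around 0, but identical values outnumbered those differing by up to 0.01 by 11.5 times. A floor for dim signals would spare the bright ones, but 18.1% of the brightest 10% were identical. A summary of an even number of probes by the lower of the 2 middle values remains possible. Of all transcript clusters 27.2% were identical, and an assumed 10 probes would give 24.6%. Control rows were uneven, with 23 of 23 AFFX background and 41 of 63 ERCC rows identical. Only 29 of 1153 RG negative, 10 of 399 RG positive and 0 of 8 other AFFX rows were, and the assumed 10 probes give no such range. The number of probes and the summary method are not known here, so this explanation cannot be told apart. No biological explanation was tested, and a difference near 0 for Opa1, Tnf or Bax is not a measured equality.

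The note on RNA extraction names spleen. The lowest percentile of Rag1 and Dntt, expressed in immature thymocytes, on either array was 99.87, which argues against spleen RNA on either. Ptcra, the third gene of this test, was not analysed here. Spleen markers had a median difference of 0.09, at percentile 88.5. No biological explanation was tested.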
